# NFAM1 Promotes Pro-Inflammatory Cytokine Production in Mouse and Human Monocytes

**DOI:** 10.3389/fimmu.2021.773445

**Published:** 2022-01-13

**Authors:** Kathryn W. Juchem, Anshu P. Gounder, Jian Ping Gao, Elise Seccareccia, Narayana Yeddula, Nicholas J. Huffmaster, Alexandra Côté-Martin, Steven E. Fogal, Donald Souza, Sarah Sirui Wang, Elizabeth R. A. Glynn, Ivy Yung, Julie Ritchie, Li Li, Jie Zheng, M. Lamine Mbow, Jun Li, Sumit K. Chanda

**Keywords:** NFAM1, Crohn’s disease, inflammatory bowel disease, monocytes, inflammation, CD40L, B cells, knockout mice

## Abstract

NFAT activating protein with ITAM motif 1 (NFAM1) is an ITAM bearing-transmembrane receptor that has been reported to play a role in B cell signaling and development. We performed expression analysis of NFAM1 using publicly available gene expression data sets and found that NFAM1 expression is significantly induced in intestinal biopsies from Crohn’s disease (CD) and ulcerative colitis (UC) patients. At the cellular level, we further observed high expression of NFAM1 in monocytes and neutrophils, and low expression in B and T cells. To explore the role of NFAM1 in multiple immune cells and its potential role in IBD, we generated NFAM1^-/-^ mice. In contrast with previous reports using NFAM1-transgenic mice, NFAM1^-/-^ mice have no obvious defects in immune cell development, or B cell responses. Interestingly, NFAM1^-/-^ monocytes produce reduced levels of TNF-α in response to activation by multiple IBD-relevant stimuli, including CD40L, TLR ligands and MDP. Additional cytokines and chemokines such as IL-6, IL-12, CCL3 and CCL4 are also reduced in CD40L stimulated NFAM1^-/-^ monocytes. Collectively, these findings indicate that NFAM1 promotes monocyte activation, thereby amplifying the response to diverse stimuli. Similarly, we observed that deletion of NFAM1 in human monocytes reduces expression of CD40L-induced CCL4. Lastly, to assess the role of NFAM1 in IBD, we compared development of anti-CD40 induced colitis in NFAM1^+/+^ and NFAM1^-/-^ mice. We found that although NFAM1 deletion had no impact on development of gut pathology, we did observe a decrease in serum TNF-α, confirming that NFAM1 promotes pro-inflammatory cytokine production *in vivo*. Taken together, we conclude that NFAM1 functions to amplify cytokine production and should be further evaluated as a therapeutic target for treatment of autoimmune disease.

## Introduction

NFAM1 is a transmembrane receptor that is expressed by cells of the innate and adaptive immune system. NFAM1 was discovered almost two decades ago *via* an *in silico* screen designed to find novel transmembrane receptors that contain both an extracellular immunoglobulin domain and a cytoplasmic ITAM (1). NFAM1 has been shown to activate nuclear factor of activated T-cells (NFAT), resulting in expression of TNF-α, IL-13 and IL-2 (1, 2). Calcineurin inhibitors, such as cyclosporine A and tacrolimus, block NFAT activation and have long been used to prevent transplant rejection. However, it is recently appreciated that NFAT inhibitors also have the potential to limit autoimmune disease [reviewed in Bendickova et al. (3)], as NFAT plays a prominent role in regulation of both innate and adaptive immunity. Unfortunately, NFAT inhibition also comes with the risk of increased susceptibility to infection. Inhibition of specific NFAT activating receptors such as NFAM1, therefore has the potential to limit immune pathology without inducing broad immunosuppression.

Increased expression of NFAM1 has recently been observed in multiple immune-related diseases, further suggesting that inhibition of NFAM1 may be of therapeutic value. For example, NFAM1 expression is upregulated in Paget’s disease of bone (PDB), a disease that is characterized by excessive bone resorption *via* abnormal osteoclasts (4). PDB may be triggered by viral infection, as is suggested by the detection of measles virus nucleocapsid protein (MVNP) in pagetic osteoclasts. *In vitro*, transfection of mouse bone marrow cells with MVNP results in a significant increase in NFAM1 expression, and NFAM1 shRNA reduces MVNP-induced osteoclast differentiation and bone resorption, suggesting that NFAM1 may play a role in PDB pathogenesis (4).

In further evidence of a link to disease, NFAM1 expression was recently reported to be upregulated in peripheral blood monocytes from patients with coronary artery disease (CAD) (5). Analysis of CAD monocytes revealed a strong correlation between NFAM1 and CCR2 expression. Notably, in CAD, CCR2 is known to promote recruitment of pathogenic monocytes to inflamed endothelium, exacerbating plaque formation and destabilization. In loss-of-function experiments, NFAM1 knockdown in monocytic cell lines correlated with decreased CCR2 expression and a corresponding decrease in MCP-1-mediated transendothelial migration. These findings suggest that NFAM1 may promote development of migratory, pathogenic monocytes and could serve as a biomarker for CAD (5).

Upon analysis of transcriptional data from IBD biopsies, we observed enhanced expression of NFAM1. We therefore sought to better understand NFAM1 function, particularly in the context of IBD. Knowledge of NFAM1’s *in vivo* function is currently limited to overexpression studies in which transfer of NFAM1 transgenic bone marrow progenitor cells into WT mice drastically impaired peripheral B cell development (2). However, to our knowledge, the impact of NFAM1 gene ablation in a whole animal model has not yet been evaluated. We therefore generated NFAM1^-/-^ mice and observed that, in contrast to results in overexpression studies, deletion of NFAM1 does not impair B cell development or maturation. However, NFAM1 deletion does impact monocyte function, as we observed that in comparison to NFAM1^+/+^ monocytes, NFAM1^-/-^ monocytes produce less TNF-α upon activation with IBD-relevant stimuli, such as CD40L. Correspondingly, we observed that deletion of NFAM1 in human monocytes also decreases CD40L-mediated cytokine production, demonstrating that our results are not limited to mouse monocytes. Lastly, in an anti-CD40 induced mouse model of IBD, NFAM1^-/-^ mice have decreased levels of serum TNF-α, further confirming that NFAM1 promotes inflammation.

## Methods

### Analysis of NFAM1 Expression in IBD Patient Datasets

Gene expression data from intestinal biopsies isolated from healthy controls and IBD patients were obtained from the Gene Expression Omnibus (GEO) web portal. GSE62207 dataset included the following samples: colonic Crohn’s disease (*n* = 51), ileal Crohn’s disease (*n*=208) and non-IBD controls (*n*=51) (6). GSE117993 dataset included the following samples: colonic Crohn’s disease (*n*=32), ileal Crohn’s disease (*n*=60), non-IBD control (*n*=55) and UC (*n*=43) (7). Analysis was done by ANOVA.

### Isolation of Human Monocytes for CRISPR-RNP Experiments

Human monocytes for CRISPR-RNP experiments were isolated from human peripheral blood that was obtained from San Diego Blood Bank. Protocols for collection and handling were approved by the Institution Review Board for human samples. Using the standardized Ficoll-Hypaque (GE Healthcare) density gradient centrifugation method, human peripheral blood mononuclear cells (PBMCs) were separated from whole blood and CD14 positive monocytes were isolated using CD14 binding beads by Miltenyi Biotech (following manufacturer’s protocols).

### Isolation of Human Immune Cell Subsets for Determination of NFAM1 Expression

T cells, B cells, NK cells and monocytes for NFAM1 expression experiments were isolated from human peripheral blood that was obtained from the Boehringer Ingelheim blood donor program. Using the standardized Ficoll-Hypaque (GE Healthcare) density gradient centrifugation method, PBMCs were isolated from whole blood. PBMCs were then frozen at -80 degrees Celsius until further use. T cells, B cells, NK cells and monocytes were isolated from thawed PBMCs *via* the use of Stemcell Technologies enrichment kits (#19051, #19054, #19055 and #19058, respectively). Neutrophils were isolated directly from human whole blood *via* the use of Stemcell Technologies neutrophil enrichment kit (#19257, RBC lysis method).

### Isolation of Mouse Immune Cell Subsets

Monocytes and neutrophils were isolated from bone marrow; T cells, B cells and NK cells were isolated from splenocytes according to the following protocols: femurs and tibias from rear legs were flushed with cell isolation media comprised of PBS (Gibco) supplemented with 2% heat inactivated fetal bovine serum and 1% Penicillin/streptomycin (both from Life Technologies). Bone marrow plugs were dispersed by repeated passage through a 27-gauge needle (BD) and filtered through a 40µm mesh strainer (Falcon). Monocytes and neutrophils were isolated *via* the use of Stemcell Technologies enrichment kits (#19861 and #19762, respectively). Spleens were disrupted using the blunt end of a syringe and filtered through a 40µm mesh strainer (Falcon). CD4 T cells, CD8 T cells, B cells and NK cells were isolated *via* the use of Stemcell Technologies enrichment kits (#18952, #19753, #19854, #19755, respectively).

### RNA Isolation

RNA was isolated *via* the use of RNeasy Plus Mini kit (Qiagen).

### RT-qPCR

RNA was converted to cDNA using EcoDry premix (Clonetech) according to the following protocol: 42 degrees Celsius for 60 minutes, 70 degrees Celsius for ten minutes and 4 degrees Celsius for 10 minutes. RT-qPCR was performed using Taqman universal PCR mix (Thermo Fisher) and the following Taqman probes: human GAPDH (Hs 02758991-g), human ACT-beta (Hs 99999903-m1), human HPRT1 (4332657), human NFMA1 (Hs00377608-m1), human NFAM1 (Hs 01066293-s1), mouse GAPDH (Mm99999915-g1), mouse HPRT1 (Mm03024075-m1) and mouse NFAM1 (Mm04336546-m1) (all from Thermo Fisher).

### Flow Cytometry

Splenocytes or stimulated monocytes were transferred to a 96 well polypropylene plate (Corning). Cells were incubated with LIVE/DEAD Fixable Aqua Dead Cell Stain (Molecular Probes) diluted to 0.1% in PBS for 15 minutes in the dark, washed twice with PBS and blocked for thirty minutes with TruStain FcX anti-mouse antibody (BioLegend) diluted to 0.1% in Cell Staining Buffer (BioLegend). For quantification of monocytes, dendritic cells and NK cells, splenocytes were stained with a cocktail of anti-CD4 clone RM4-5 in PerCP-Cy5.5, anti-CD8α clone 53-6.7 in PerCP-Cy5.5, anti-CD19 Clone 1D3 in PerCP-Cy5.5, anti-Ly6G clone 1A8 in PE, anti-CD11c clone HL3 in PE-Cy7, anti-NK1.1 clone PK136 in Alexa 700, anti-Ly6C clone AL-21 in APC-Cy7, and anti-CD11b clone M1/70 in eFlour 450. For quantification of CD4 and CD8 T cell subsets, splenocytes were stained with a cocktail of anti-CD4 clone GK1.5 in FITC, anti-CD25 clone PC61 in PE, anti-CD62L clone MEL-14 in PE-Cy7 and anti-CD8 clone 53-6.7 in Pacific Blue. For quantification of B cells, splenocytes were stained with a cocktail of anti-IgM clone RMM-1 in FITC, anti-B220 clone RA3-6B2 in PE, and anti-IgD clone 1A6-2 in APC. For characterization of monocytes post stimulation, cells were stained with the following FITC antibodies: anti-CD80 clone 16-10A1, anti-CD86 clone GL-1, anti-MHC II clone M5/114.15.2, anti-MHC I clone AF6-88.5, or anti-CD40 clone HM40-3 (BD). All antibodies were from BioLegend unless otherwise noted. Post staining, cells were washed twice with cell staining buffer, resuspended in 200 µL FluoroFix Buffer (BioLegend) and run on an LSRII Flow Cytometer (BD). Results were analyzed using FlowJo software.

### Stimulation of Mouse Monocytes

Monocytes from NFAM1^+/+^ and NFAM1^-/-^ mice (isolated as described above) were resuspended in cell culture media comprised of RPMI, 10% fetal bovine serum and 1% Penicillin-Streptomycin (all from Life Technologies). Monocytes were cultured in a 96 well tissue culture plate (Corning) at a concentration of 20,000 cells per well and either left untreated or pretreated for one hour with 100 µg/mL of mouse IFN-γ (R&D Systems) and subsequently stimulated with LPS (Sigma), MegaCD40L (Enzo), HKEB, HKLM, HKST, Pam3CSK4, Zymosan, FSL-1, or MDP (all from Invivogen). 24-48 hours post stimulation, supernatant was collected, and cells were harvested by flushing wells with cold PBS. Cells were analyzed by flow cytometry (see details above) and supernatants were analyzed by MSD for the presence of TNF-α (catalog #K152BHB-4), IL-6, IL-12, MIP-1α and MIP-1β (MSD custom U-plex).

### RNAseq

NFAM1^+/+^ and NFAM1^-/-^ monocytes were left unstimulated, stimulated with 50 ng/mL of IFN-γ alone or IFN-γ plus 1 µg/mL MegaCD40L. 6 or 24 hours later, supernatant was removed, cells were resuspended in RNAlater (Qiagen), and RNA was isolated as described above. Library construction and sequencing were performed at Beijing Genomics Institute as follows: RNA was fragmented, and cDNA was synthesized using the Illumina Truseq polyA mRNA library preparation protocol (non-stranded). RNA-sequencing was performed on an Illumina HiSeq2000 sequencer to generate 101x2 pair-end reads. RNAseq data were firstly QCed using fastQC, then aligned to the mouse reference genome using STAR algorithm. Rsubread was applied to generate raw counts, followed by data normalization by EdgeR. Differentially expressed genes (DEGs) and biological pathway were determined by LIMMA-Voom at fold change >=2, adjPvalue<0.05, and clusterProfiler at BioConductor, respectively.

### Human NFAM1 DNA Constructs

NFAM1 cDNA, NFAM1 cDNA with an N-terminal FLAG tag, NFAM1 cDNA with a C-terminal FLAG tag, chimeric construct composed of the extracellular and transmembrane domain of human CD8α fused to the cytoplasmic domain of either wildtype NFAM1 or NFAM1 in which the tyrosines of the ITAM were converted to phenylalanines were all cloned into pcDNA3.1 vectors. See **Supplemental Methods** for NFAM1 sequences.

### Transfection of 293 Cells With FLAG-Tagged NFAM1

293 cells (Invivogen) were cultured in Eagle’s Minimum Essential Medium, (ATCC) with 10% heat inactivated FBS (Gibco) and 1% Penicillin/streptomycin (Gibco). Cells were transfected with NFAM1 cDNA bearing either an N-terminal or C-terminal Flag tag *via* the use of TransIT-293 transfection reagent (Mirus) diluted in Opti-MEM media (Gibco). 48 hours post transfection, cells were harvested using 0.05% Trysin-EDTA (Invitrogen). Cells were stained for 15 minutes with 0.1% Zombie NIR dye (BioLegend) diluted in PBS and washed twice. For detection of cell surface expression, cells were immediately stained with anti-FLAG clone L5 in PE (BioLegend), washed twice, and resuspended in fixation buffer (BioLegend). For detection of intracellular expression, cells were incubated in stabilizing fixative (BD) for 20 min at RT, washed twice and resuspended in permeabilization buffer (BioLegend) before being stained with anti-FLAG clone L5 in PE (BioLegend). Flow cytometry and analysis was performed as described above.

### Nucleofection of Jurkat Cells With CD8α/NFAM1 Chimeric Constructs

Jurkat-Lucia™ NFAT cells (InvivoGen) were cultured in RPMI 1640 with 10 mM Hepes, 1 mM sodium pyruvate, 2 mM L-glutamine, 50 µg/mL Pen/Step, 10% heat inactivated fetal bovine serum (all from Life Technologies) plus 100 µg/mL Normocin (Invivogen). SE Cell Line 4D-Nucleofector^®^ X Kit L (Cat# V4XC-1024 from Lonza) was used according to manufacturer’s protocol to nucleofect Jurkat cells with vector alone, or CD8α/NFAM1 fusion constructs. Cells were rested for 24 hours, washed and moved either to a clean 96 well plate or to a plate that had been coated with 5 µg/mL of anti-CD8α antibody (Cat# BE0004-2, BioXCell). 24 hours later, supernatants were collected and analyzed using QUANTI-Luc Gold assay solution (InvivoGen) according to manufacturer’s protocol. Luminescence was measured on a TECAN Microplate Reader with a 0.1 second reading time.

### Generation of Thioglycolate-Induced Peritoneal Macrophages

3% Brewer’s thioglycolate (BD) was prepared in distilled water, autoclaved, and allowed to mature at least 2 weeks prior to use. Mice were given an intraperitoneal injection of 2 mL of 3% thioglycolate on day 0. On day 3, mice were sacrificed, and peritoneal lavage was performed using an 18 gauge needle and 10 mL of PBS with 1% FBS, 1% gentamycin (all from Gibco) and 1mM EDTA (Sigma). Cells were washed twice with PBS before being stimulated as described above (see mouse monocyte stimulation protocol).

### T Cell Recall Responses

OVA (Sigma) emulsified in complete Freund’s adjuvant (Sigma) was prepared as follows: OVA was diluted in saline to a concentration of 6 mg/mL and then emulsified 1:1 in CFA for a final OVA concentration of 3 mg/mL. Mice were anesthetized to surgical plane and were given 50 µL injections on either side of the base of the tail for a total volume of 100 µL and a total OVA dose of 0.3 mg. Ten days post immunization, animals were sacrificed and inguinal lymph nodes were collected. Lymph nodes were gently disrupted over a 100 µM cell strainer. Cells were washed twice with PBS and then cultured in RPM1 1640 with 10% FBS, 1x Penicillin-Streptomycin (Gibco) and 1x 2-mercaptoethanol (Sigma) and stimulated with 0, 11, 33.3 or 100 µg/mL of OVA. 3 days later, supernatant was collected and analyzed for production of IFN-γ, IL-17a and TNF-α *via* MSD mouse 4-plex (custom U-PLEX ELISA kit, catalog #K15069L).

### T Cell-Dependent and T Cell-Independent B Cell Responses

NFAM1^+/+^ and NFAM1^-/-^ mice were immunized with an NP-CGG (T-dependent antigen) or NP-LPS (T-independent antigen) and a secondary boost was given 21 days later. Blood samples were collected on days 0 (prior to immunization), 7, 14, 21, and 28. Serum was separated and stored at -80 degrees Celsius until further analysis. IgG ELISAs were performed on NP(23)-BSA coated plates using SBA Clonotyping System-C57BL/6-HRP (Catalog #5300-05B; Southern Biotech) according to manufacturer’s recommendations. The SBA Clonotyping System-C57BL/6-HRP kit is specifically designed for the isotyping of C57BL/6 mouse monoclonal antibodies (mouse IgA, mouse IgG1, mouse IgG2b, mouse IgG2c, mouse IgG3, and mouse IgM).

### CRISPR Nucleofection of Human Monocytes

Monocytes isolated from human PBMCs were nucleofected with CRISPR ribonucleoprotein (RNP) complexes using an Amaxa 4D nucleofection system according to manufacturer’s instructions (Lonza). Detailed protocols for RNP production have been previously published (8). Briefly, lyophilized guide RNA (gRNA) and tracrRNA (Dharmacon) were suspended at a concentration of 160 µM in 10 mM Tris-HCL, 150 mM KCl, pH 7.4. 5 µL of 160 µM gRNA was mixed with 5 µL of 160 µM tracrRNA and incubated for 30 min at 37 degrees Celsius. The gRNA:tracrRNA complexes were then mixed gently with 10 µL of 40 µM Cas9 (UC-Berkeley Macrolab) to form CRISPR-Cas9 ribonucleoproteins (crRNPs). gRNA sequences used are as follows:

Non-targeting control gRNA: GGCTCGTTCTACGCACTGA
NFAM1 gRNA: GCTGCCCGGGACCCTGCGAC.

Nucleofected monocytes were recovered with RPMI-1640 (Gibco) culture media supplemented with 10% heat-inactivated FBS (Gibco), 50 U/mL penicillin and 50 μg/mL streptomycin. Knockout efficiency was assessed by western blot detection of NFAM1 protein. Monocytes were stimulated with MegaCD40L (Enzo). Supernatant was collected at 24 hours and analyzed by luminex using a Human 38 plex kit (Millipore, catalog # HCYTMAG-60K-PX38).

### Generation of NFAM1 Knockout Mice

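Nfam1, whose Ensembl identifier is ENSMUSG00000058099.16, lies on the minus strand of chromosome 15 of GRCm38 from 82992973 to 83033306, and GENCODE vM21 lists 5 transcripts for it, each with 6 exons. In the transcript Nfam1-201 the start codon lies in exon 2, and exons 2 and 3 are 318 and 113 nucleotides long. Together they make up 431 of its 2811 nucleotides, or 15.3%. In Nfam1-204 and Nfam1-203 the start codon lies in exon 1. Exons 2 and 3 hold 431 coding nucleotides of Nfam1-204, which leave a remainder of 2 after division by 3, and 361 coding nucleotides of Nfam1-203, which leave a remainder of 1. Across the 5 transcripts the share of the length that lies in exons 2 and 3 runs from 5.65% in Nfam1-204 to 24.9% in Nfam1-205. If the remaining exons were transcribed at an unchanged rate, reads over the whole gene would change on the log2 scale by -0.08 for Nfam1-204 and by -0.41 for Nfam1-205.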

NFAM1^-/-^ mice were generated by injecting Cas9 protein along with proximal gRNA (CTAATTGTTCGGCCGGACGC) and distal gRNA (AGGGCAGCTACTCTCCCGAG) into C57BL/6NTac zygotes, resulting in deletion of exons 2 and 3. NFAM1^-/-^ and NFAM1^+/+^ mice were generated for experiments by intercrossing NFAM1^+/-^ mice. NFAM1^+/-^ mouse colony was maintained by crossing NFAM1^+/-^ mice to C57BL/6 mice from Taconic. NFAM1^-/-^ RAG2^-/-^ and NFAM1^+/+^ RAG2^-/-^ mice were generated for anti-CD40 colitis experiments by intercrossing NFAM1^-/-^ mice to RAG2^-/-^ mice (Taconic). All breeding and genotyping was performed at Taconic.

### Anti-CD40 Colitis

For induction of anti-CD40 colitis, 6-8 week old male NFAM1^-/-^ RAG2^-/-^ and NFAM1^+/+^ RAG2^-/-^ mice. were administered a 200 uL intraperitoneal injection of either 1mg/mL anti-CD40 (BioXCell clone FGK4.5) in 0.9% USP Sodium Chloride (NDC 0409-4888-06) or 0.9% Sodium Chloride alone. Mouse body weight was measured daily. Mice that reached 20% weight loss from baseline were administered 1mL of subcutaneous saline. Mice that reached 25% weight loss from baseline were euthanized. On day 7, mice were sacrificed and colons were collected for histology. TNF-α in serum was measured by V-Plex Plus Mouse TNF-α kit (MSD). IL-1β, IL-6 and IL-12/p70 were measured by custom MSD U-plex. All mouse experiments were performed in accordance with Boehringer Ingelheim Institutional Animal Care and Use Committee (IACUC) regulations.

### Histopathology

Histopathology score is determined with emphasis on the percentage of lesion involvement. Pathology captured are: 1) mucosa epithelium change (goblets loss, gland loss, and epithelium proliferation), 2) mucosa erosions/ulcerations, and 3) mucosa inflammation. Reported is the score from four sections from each animal for each parameter. Total score is the mean of all 3 parameters. Score scale is as follows: 0=normal; 1=minimal large focal area or minimal diffuse; 2=mild, diffuse mild, or multifocal affection 11-25%; 3=Moderate, 26 to 50% of mucosa affected with minimal to mild focal or multifocal changes; 4 = Marked, 51 to 75% of mucosa affected with mild to moderate change; 5 = Severe, 76 to 100% of mucosa affected with moderate to marked change.

### Western Blot

Cells were lysed in RIPA buffer (Thermo Fisher Scientific) with Halt Protease Inhibitor Cocktail (Thermo Fisher Scientific) and Phosphatase Inhibitor Cocktail (Sigma). Protein content was determined via Bradford protein assay kit (Thermo Fisher Scientific). Samples were run on NuPAGE, 4-12%, Bis-Tris, Mini Protein Gel and then transferred to an iBlot transfer stack using an iBlot transfer apparatus (Invitrogen) according to the Invitrogen Western Blot Technical Guide. Detection was performed according to the Li-COR Odyssey Western Blot Protocol, using α-human NFAM1 primary antibody (Sigma, cat#HPA031812) and donkey α-rabbit secondary antibody in IRDYE 800CW (LI-COR) in combination with an Odyssey Infrared Imager (LI-COR).

### Statistics

Statistics were calculated by either two-tailed student’s T Test (for experiments with a single comparison) or by ordinary one-way ANOVA (for experiments with multiple comparisons). Error bars depict standard deviation. Statistical significance is depicted as follows: **** indicates a P value of <0.0001, *** indicates a P value of <0.001, ** indicates a P value of <0.01, and * indicates a P value of <0.05.

### Data Availability

RNAseq data has been made publicly available at GSE188390.

## Results

### NFAM1 Is a Cell Surface Receptor That Is Upregulated in IBD and Highly Expressed in Monocytes and Neutrophils

Recent studies have linked NFAM1 expression to multiple diseases, including coronary artery disease and Paget’s disease of bone (4, 5). To explore the correlation between NFAM1 expression and IBD, we used publicly available datasets (6, 7) to assess NFAM1 mRNA expression in intestinal biopsies from pediatric IBD patients. We found that NFAM1 expression is increased in patients with ulcerative colitis (UC), colonic Crohn’s disease (CD), and ileal Crohn’s disease **(** **Figures 1A, B** **).** To identify the cell types that express NFAM1, we measured NFAM1 mRNA in human immune cells. As previously reported (1), NFAM1 mRNA is highly expressed in human neutrophils and monocytes, with low but detectable expression in T cells, NK cells and B cells **(** **Figure 1C** **).** Analysis of immune cells isolated from mouse spleen and bone marrow revealed a similar expression pattern **(** **Figure 1D** **)**.

**Figure 1:**
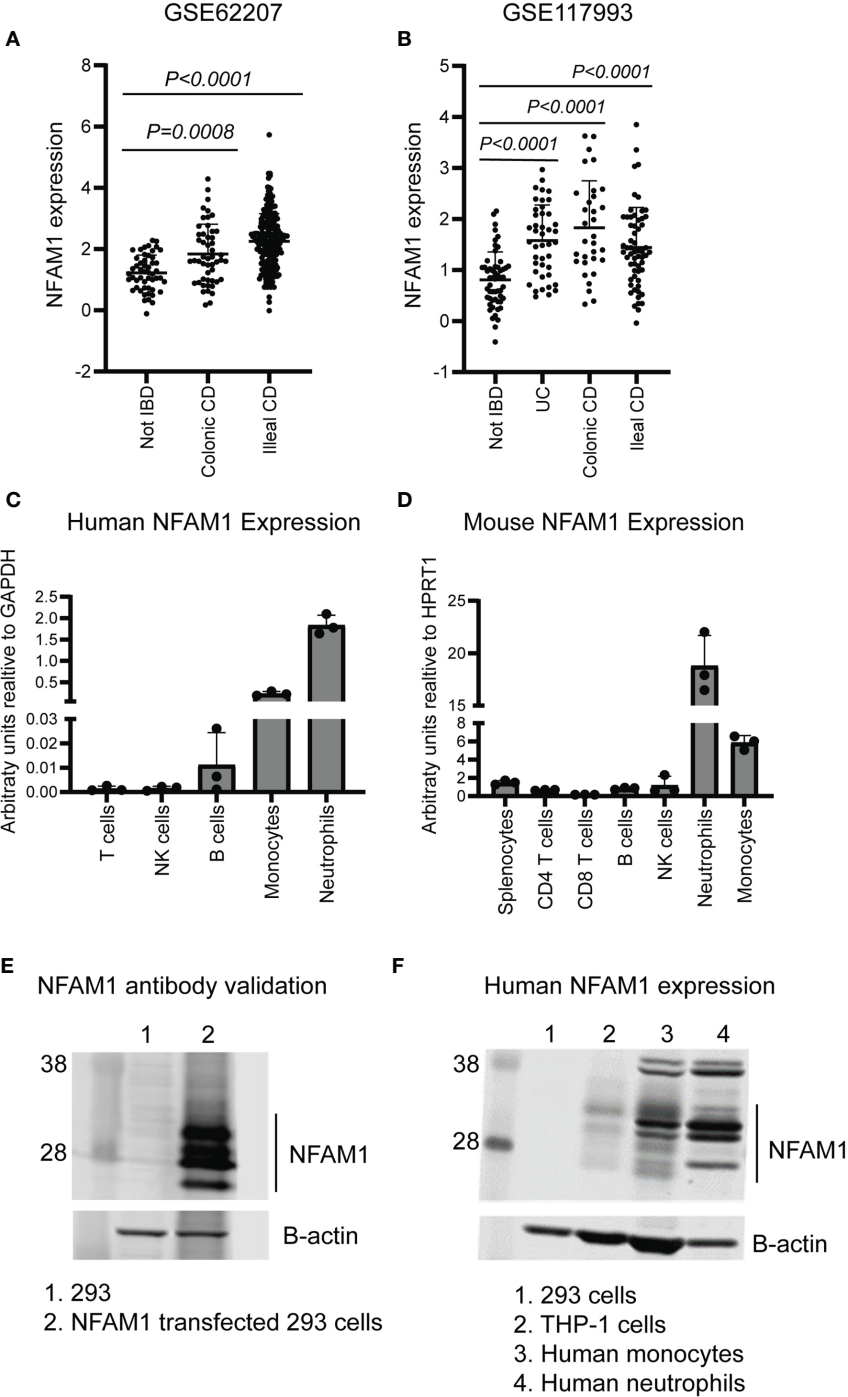
NFAM1 expression is increased in IBD and can be detected in cells of the innate and adaptive immune system. **(A, B)** NFAM1 mRNA expression in intestinal biopsies from non-IBD controls, colonic CD, ileal CD, or UC (data from publicly available datasets GSE62207 and GSE117993, see methods section for study description). **(C)** NFAM1 mRNA expression in human T cells, B cells, NK cells, monocytes and neutrophils. Shown is mean expression from three donors. Data is representative of two independent experiments. **(D)** NFAM1 mRNA expression in mouse splenocytes, CD4 T cells, CD8 T cells, B cells, NK cells, monocytes and neutrophils. Shown is mean expression from three independent mice. Data is representative of two independent experiments. In the second experiment (data not shown), samples were pooled from 10 individual mice. **(E)** NFAM1 protein expression in 293 cells or 293 cells transfected with NFAM1 cDNA. Results are representative of greater than 5 independent experiments. **(F)** NFAM1 protein expression in 293 cells, THP-1 cells, human monocytes and human neutrophils. Data is representative of three independent experiments from three independent donors.

We next sought to confirm the presence of NFAM1 protein. Prior to doing so, we validated a commercially available anti-NFAM1 antibody using 293 cells transfected with NFAM1 cDNA. Compared to non-transfected controls, we observed multiple bands of around 28 kDa, which match with NFAM1’s predicted molecular mass of 30 kDa **(** **Figure 1E** **).** The multiple bands are likely due to varying levels of glycosylation, as NFAM1 has a predicted N-glycosylation site within its extracellular immunoglobulin domain (1). Upon western blot analysis of primary human cells, we observed robust NFAM1 expression in neutrophils and monocytes, as was predicted based on mRNA expression. We also observed NFAM1 protein in the human monocytic THP-1 cell line **(** **Figure 1F** **).**

NFAM1 is reported to be an NFAT-activating Type I transmembrane receptor. (1) To verify cell surface expression of NFAM1, we transfected 293 cells with a full length NFAM1 construct bearing either an N-terminal or C-terminal FLAG tag. We detected cell surface expression of FLAG on cells that were transfected with the N-terminal but not the C-terminal tagged construct, while we detected intracellular FLAG in cells transfected with both constructs **(** **Supplemental Figures 1A, B** **).** As a control, we used western blot to verify that both constructs result in production of NFAM1 protein **(** **Supplemental Figure 1C** **)**. Next, we sought to confirm reports that NFAM1 activates NFAT. To do so, we employed an approach like that described by Ohtsuka et al, in which crosslinking of a chimeric protein containing the cytoplasmic domain of mouse NFAM1 resulted in activation of NFAT. In our experiments, we transfected NFAT reporter expressing Jurkat cells with chimeric cDNA constructs composed of the extracellular and transmembrane domains of human CD8α fused to the intracellular domain of either wildtype NFAM1 or NFAM1 with a functionally inactive ITAM. We found that transfection with the CD8α/wildtype NFAM1 construct resulted in spontaneous NFAT activation, which was further exacerbated by crosslinking with anti-CD8α **(** **Supplemental Figure 1D** **)**. In contrast, we did not observe NFAT activation with the CD8α/mutant NFAM1 constructs. In summary, we confirmed previous reports that NFAM1 is an NFAT activating cell surface receptor with an N-terminal extracellular domain and a C-terminal cytoplasmic domain.

### NFAM1^-/-^ Mice Have No Obvious Defects in Immune Cell Development or B Cell Activation

To date, only a limited number of papers have been published on NFAM1 (1, 2, 4, 5, 9), none of which have used knockout mice as a means of understanding NFAM1 function. To this end, we generated NFAM1^-/-^ mice by using CRISPR-cas9 to delete exons 2 and 3 **(** **Figure 2A** **).** These mice fail to produce the most common NFAM1 transcript (NCBI transcript NM_001271413), which utilizes a translation initiation codon contained within exon 2. However, there are reports of additional NFAM1 transcripts that utilize an upstream translation initiation codon within exon 1 (NM_028728_3, NM_001271411_1, NM_001271412_1, XM_006521486_2). For these transcripts, removal of exons 2 and 3 results in a partial loss of NFAM1’s extracellular Ig-like domain. In addition, removal of exons 2 and 3 introduces a frameshift from exon 1 to exon 4-6.

**Figure 2:**
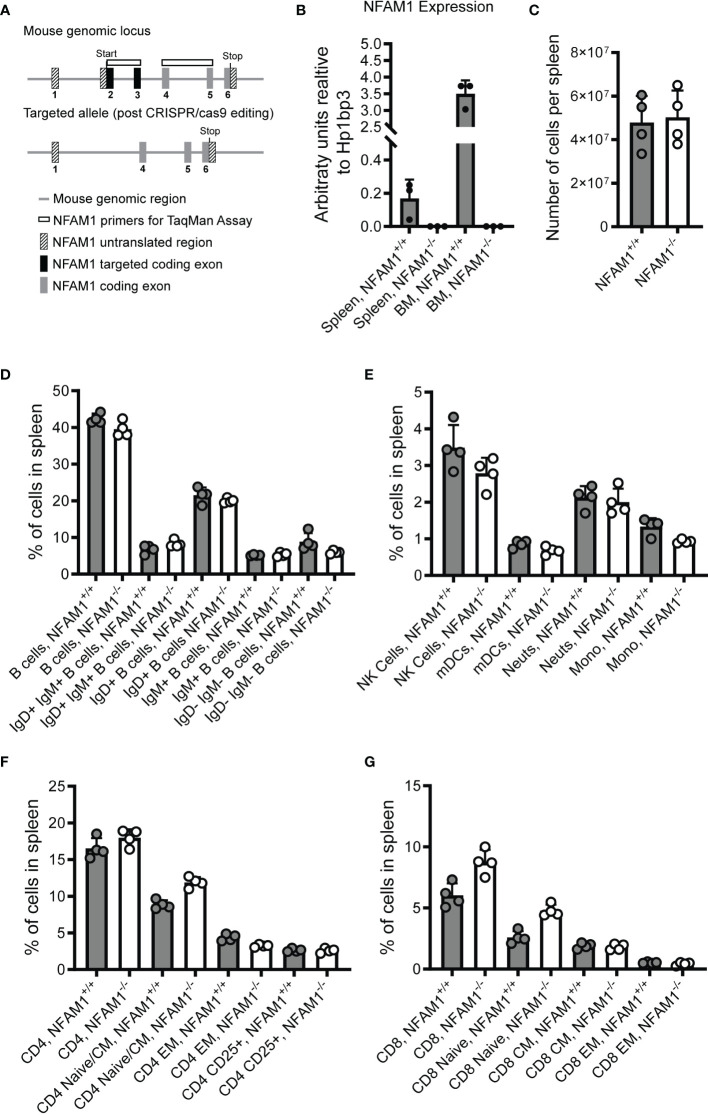
Analysis of spleens from NFAM1^+/+^ and NFAM1^-/-^ mice reveal no difference in percentages of innate and adaptive immune cells. Strategy for deletion of NFAM1 exons 2 and 3 *via* CRISPR-cas9 is shown in **(A)**. Mean expression of NFAM1 exons 2 and 3 in splenocytes and bone marrow from 3 NFAM1^+/+^ and 3 NFAM1^-/-^ mice is shown in **(B)**. Splenocytes were isolated from 4 NFAM1^+/+^ mice and 4 NFAM1^-/-^ mice. Mean number of cells per spleen in shown in **(C)**. Percentage of innate and adaptive immune cells were enumerated by flow cytometry. Mean percentage of B cells per spleen in shown in **(D)**, mean percentage of NK cells, myeloid dendritic cells (mDCs), neutrophils (neuts) and monocytes (mono) per spleen is shown in **(E)**, mean percentage of CD4 T cells is shown in **(F)** and mean percentage of CD8 T cells is shown in **(G)**. **(C–G)** Results are representative of two independent experiments. In the second experiment (data not shown), spleens from 9 NFAM1^-/-^ and 6 NFAM1^+/+^ mice were analyzed with no statistically significant differences in the percentage of innate or adaptive immune cells between NFAM1^+/+^ and NFAM1^-/-^ mice.

We used RT-qPCR to confirm deletion of exons 2 and 3 **(** **Figure 2B** **),** as we found that commercially available anti-human NFAM1 antibodies fail to cross-react with mouse NFAM1. Additionally, attempts to generate our own antibodies by immunizing rabbits with a mouse NFAM1 Fc fusion protein were unsuccessful (data not shown). After confirming deletion at the mRNA level, we performed flow cytometry to determine if NFAM1 deletion impacts immune cell development. It was previously reported that transfer of NFAM1 overexpressing bone marrow progenitor cells into WT mice results in drastically reduced numbers of mature splenic B cells (2). In contrast, we found that NFAM1^-/-^ mice had normal numbers of cells per spleen **(** **Figure 2C** **)** and no change in the percentage of IgM positive, IgD positive, IgM/IgD double positive or IgM/IgD double negative B cells **(** **Figure 2D** **)**. These findings indicate that although overexpression of NFAM1 may disrupt B cell maturation, endogenous NFAM1 does not play a significant role in B cell development. Similarly, we found that NFAM1^-/-^ mice had no significant changes in the percentage of splenic dendritic cells, monocytes, neutrophils, NK cells or CD4^+^ or CD8^+^ naïve, central memory, or effector memory T cells **(** **Figures 2E–G** **).**

Although we did not observe a role for NFAM1 in promoting B cell development, we were curious if NFAM1 promotes B cell-mediated antibody production. To determine if NFAM1^-/-^ mice mount normal T cell-independent and T cell-dependent B cell responses, we immunized mice on days 0 and 21 with the hapten (4-hydroxy-3-nitrophenyl) acetyl (NP) conjugated to LPS or chicken γ-globulin (CGG). Immune responses were assessed at multiple timepoints by measuring NP-specific antibody titers. All immunized mice exhibited similar levels of NP-specific IgG1 and IgG2c production following immunization with the T-dependent antigen, NP-CGG **(** **Figure 3A** **).** Similarly, NFAM1^+/+^ and NFAM1^-/-^ mice showed no statistically significant difference in NP-specific IgG3 and IgM production after stimulation with the T-independent antigen, NP-LPS **(** **Figure 3B** **).** These finding indicate that, in addition to not impacting B cell development, endogenous NFAM1 has little impact on B cell activation or antibody generation.

**Figure 3:**
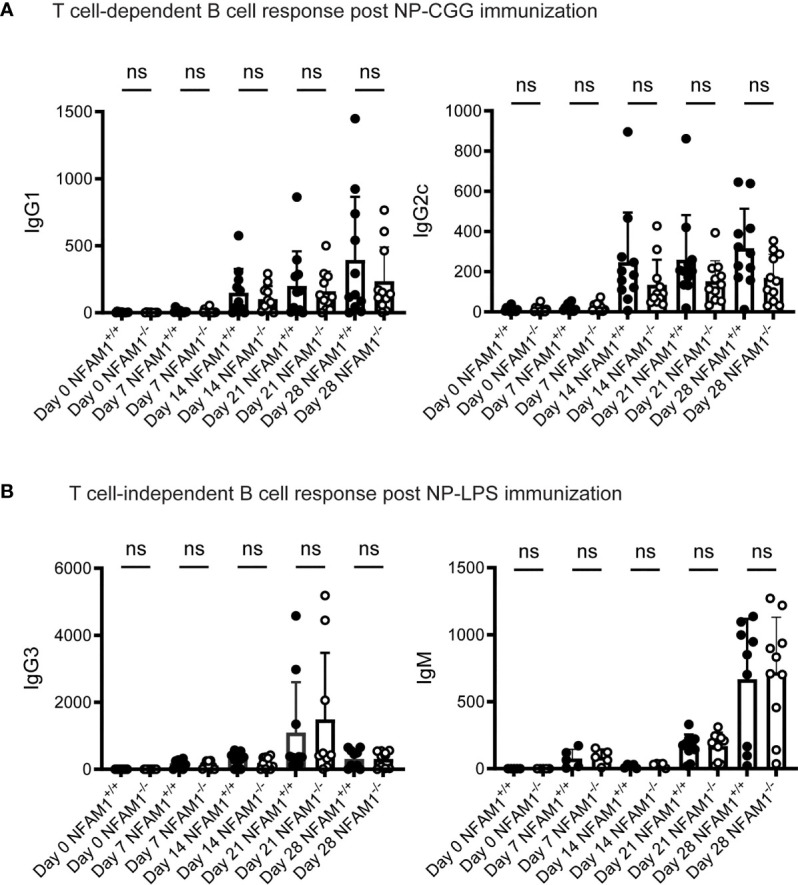
NFAM1^-/-^ mice do not have significant defects in T cell-dependent or T cell-independent B cell responses. **(A)** Mice were immunized with NP-CGG on days 0 and 21. Shown is serum IgG1 and IgG2c. Data was combined from two independent experiments for a total of 11 NFAM1^+/+^ and 11 NFAM1^-/-^ mice per timepoint. **(B)** Mice were immunized with NP and LPS on days 0 and 21. Shown is serum IgG3 and IgM. Data was combined from two independent experiments. Shown is mean of 6 NFAM1^+/+^ mice and 6 NFAM1^-/-^ mice on days 0, 7 and 14 and mean of 10 NFAM1^+/+^ and 10 NFAM1^-/-^ mice on days 21 and 28. NS indicates that the difference between NFAM1^+/+^ and NFAM1^-/-^ samples is not statistically significant.

### NFAM1^-/-^ Monocytes Exhibit Reduced Pro-Inflammatory Cytokine Production in Response to Multiple IBD-Relevant Stimuli

We next investigated the role of NFAM1 in monocyte activation, as monocytes express high levels of NFAM1 and knockdown of NFAM1 in a monocytic cell line has been shown to impact functional readouts, such as chemotaxis (5). Because we are interested in the role of NFAM1 in IBD, we tested the impact of NFAM1 deletion on the response to microbial stimuli, as gut dysbiosis is a major driver of IBD pathogenesis (10). To do so, we isolated monocytes from the bone marrow of NFAM1^+/+^ and NFAM1^-/-^ mice, primed the monocytes with IFN-γ and then stimulated the cells with whole bacteria or microbial components. We found that NFAM1^-/-^ monocytes exhibited reduced production of TNF-α in response to stimulation with heat-killed *Escherichia coli* (HKEB), heat-killed *Listeria monocytogenes* (HKLM) and heat-killed *Salmonella typhimurium* (HKST) **(** **Figures 4A–C** **).** We observed a trend towards decreased TNF-α production with the TLR4 ligand LPS and the dectin-1 ligand depleted zymosan **(** **Figures 4D, F** **),** but these differences did not reach statistical significance. Importantly, we observed a marked decrease in TNF-α production in response to stimulation with the TLR1/2 ligand Pam3CSK4, the TLR2/6 ligand FSL1, and the NOD2 ligand MDP **(** **Figures 4E, G, H** **).** The decreased response to MDP holds particular significance for IBD, as mutations of *CARD15*/NOD2 have been linked to CD (11). Lastly, we investigated the response to CD40L, as *in vivo* administration of anti-CD40 has been shown to induce IBD-like pathology in mice (12) and CD40L is expressed by T cells which are known to play a significant role in IBD pathogenesis (13). As was observed with microbial stimuli, NFAM1^-/-^ monocytes also produced reduced TNF-α upon stimulation with CD40L (**Figure 4I** **).**

**Figure 4:**
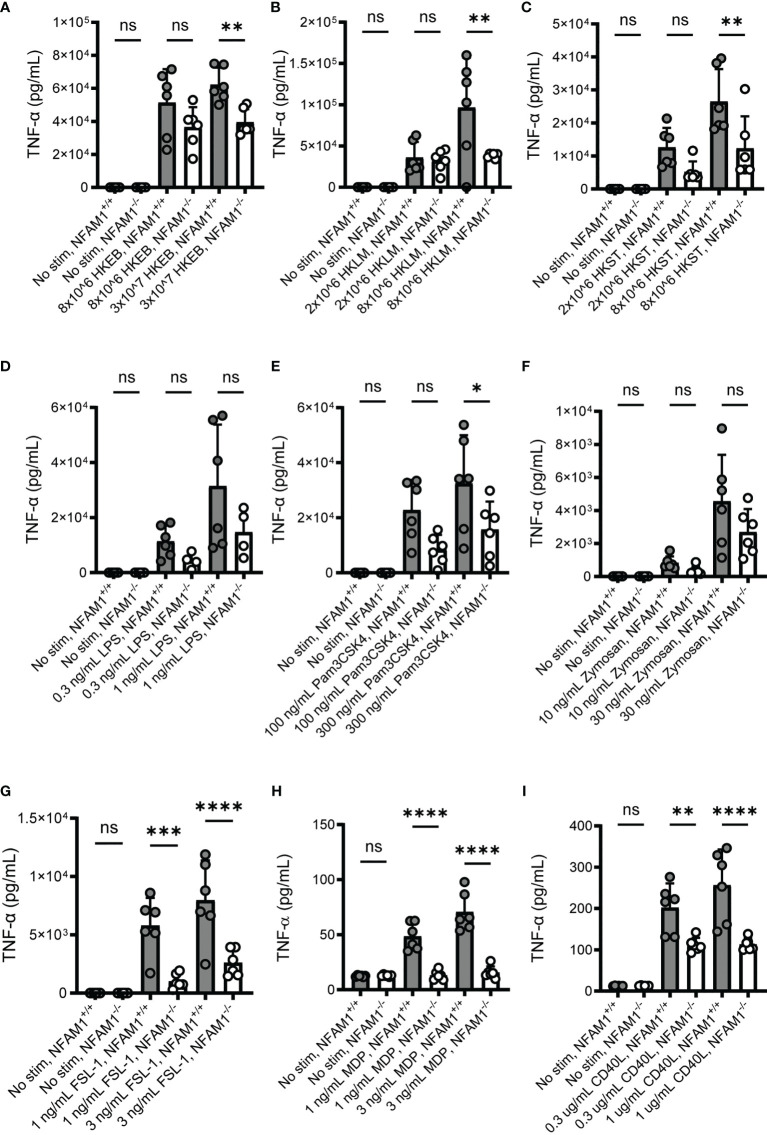
NFAM1^-/-^ monocytes produce reduced TNF-α in response to activation with multiple IBD-relevant stimuli. Monocytes were isolated from 6 NFAM1^+/+^ mice and 6 NFAM1^-/-^ mice. Monocytes were primed with IFN-γ and stimulated with HKEB, HKLM, HKST, LPS, Pam3CSK4, Zymosan, FSL-1, MDP and CD40L for 48 hours. Mean TNF-α production is shown in **(A–I)**. HKEB, HKLM, HKST, Pam3CSK4 and FSL-1 data are representative of two independent experiments in which NFAM1^-/-^ monocytes produced reduced TNF-α in response to at least one concentration of each stimuli. LPS and Zymosan data are representative of 3 independent experiments in which there was consistently no statistically significant difference between TNF-α production in NFAM1^+/+^ and NFAM1^-/-^ monocytes. MDP and CD40L data are representative of 3 independent experiments in which NFAM1^-/-^ monocytes produced reduced TNF-α in response to multiple concentrations of MDP and CD40L. Statistical significance is depicted as follows: **** indicates a P value of <0.0001, *** indicates a P value of <0.001, ** indicates a P value of <0.01, * indicates a P value of <0.05 and ns indicates the comparison is not statistically significant.

In summary, these data indicate that NFAM1 on mouse monocytes promotes TNF-α production in response to multiple IBD-relevant stimuli. However, given that monocytes were primed with IFN-γ, which is known to potentiate pro-inflammatory cytokine production (14), it is also possible that NFAM1 regulates IFN-γ responsiveness, with no direct effect on the response to microbial stimuli or CD40L. To further dissect the role of NFAM1, we stimulated monocytes with IFN-γ alone, CD40L alone, or IFN-γ plus CD40L. We found that IFN-γ potentiates CD40L-induced TNF-α production in both NFAM1^+/+^ and NFAM1^-/-^ monocytes. In contrast, we observed reduced TNF-α production in NFAM1^-/-^ monocytes stimulated with both CD40L alone and IFN-γ plus CD40L **(** **Supplemental Figure 2** **).** These results indicate that the decreased TNF-α that we observed in response to multiple stimuli is not due to defective IFN-γ priming.

We next sought to determine if NFAM1 impacts monocyte activation beyond production of TNF-α, such as production of additional cytokines and chemokines and upregulation of cell surface markers. We focused on the response to IFN-γ plus CD40L, as these stimuli result in a highly significant difference in TNF-α production between NFAM1^+/+^ and NFAM1^-/-^ monocytes. Upon stimulation with IFN-γ plus CD40L, we found that NFAM1^-/-^ monocytes produce significantly reduced IL-6, IL-12, MIP-1α/CCL3 and MIP-1β/CCL4 **(** **Figures 5A–D** **).** In contrast, upon analysis of cell surface marker expression, we observed only a minor decrease in upregulation of CD86 and no difference in upregulation of CD80, MHC-I, MHC-II and CD40 **(** **Figures 5E–I** **)**, indicating that NFAM1 modulates only some aspects of CD40L-induced monocyte activation.

**Figure 5:**
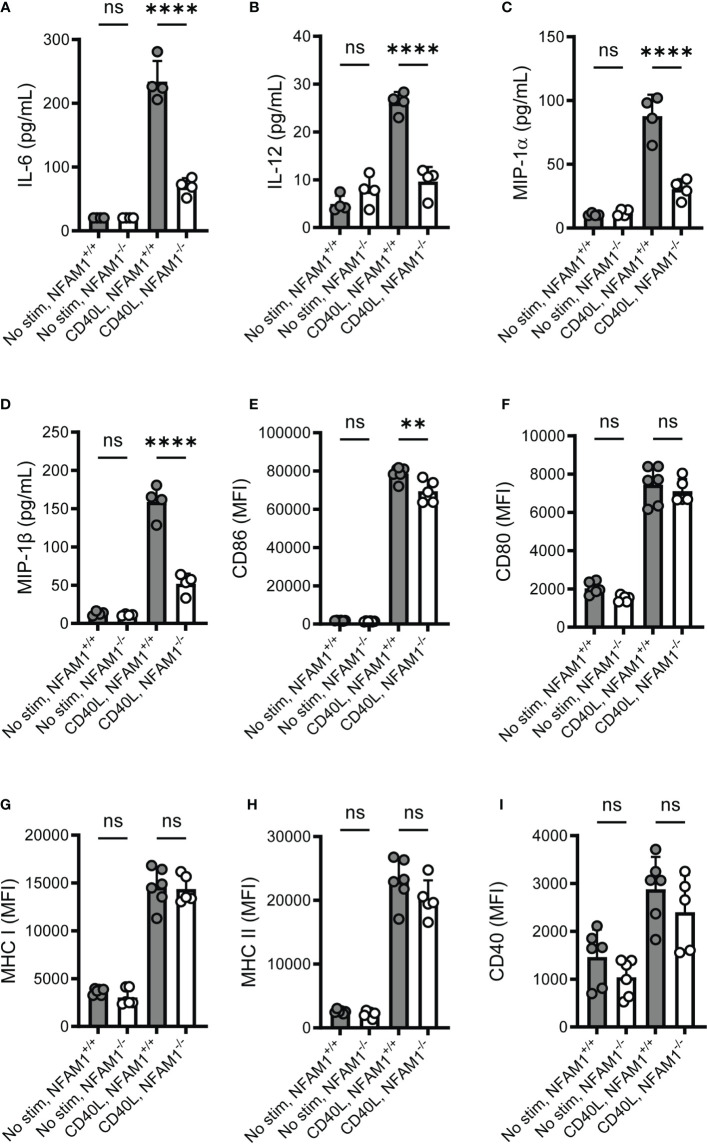
Upon stimulation with CD40L, NFAM1^-/-^ monocytes exhibit reduced production of multiple pro-inflammatory cytokines and chemokines but have little to no defect in upregulation of cell surface activation markers. **(A–D)** Monocytes from 4 NFAM1^+/+^ and 4 NFAM1^-/-^ mice were primed with IFN-γ and stimulated with CD40L for 48 hours. Mean levels of IL-6, IL-12, MIP-1α and MIP-1β is shown in **(A–D)**, respectively. **(E–I)**. Monocytes from 6 NFAM1^+/+^ and 6 NFAM1^-/-^ mice were primed with IFN-γ and stimulated with CD40L for 24 hours. Mean expression of CD86, CD80, MHC-I, MHC-II and CD40 is shown in **(E–I)** respectively. Cytokine and chemokine data are representative of three independent experiments. Cell surface expression data are representative of two independent experiments. Statistical significance is depicted as follows: **** indicates a P value of <0.0001, ** indicates a P value of <0.01, and ns indicates the comparison is not statistically significant.

To better understand the impact of NFAM1 deletion on monocyte activation, we performed whole transcriptome analysis on monocytes that were cultured in the presence or absence of IFN-γ plus CD40L for 6 or 24 hours. 

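The deposited values cover 16 libraries of mouse monocytes, 8 taken at 6 h and 8 at 24 h, each from cells cultured without a stimulus or with IFN-γ plus CD40L, the ligand of the receptor CD40. At 6 h each combination of genotype and stimulus has 2 libraries. The legend of Figure 6 gives 4 NFAM1+/+ and 6 NFAM1-/- mice for 6 and 24 h, without saying how they were divided between the times. At 24 h the title and the genotype tag of 4 libraries name different genotypes. These 4 libraries enter no comparison of genotypes here, which leaves 1 library per group at 24 h. The dose of IFN-γ is 50 ng/mL in the methods for RNAseq and 100 µg/mL in the labels of the libraries and in the methods for stimulation of monocytes. The dose of CD40L is 1 µg/mL in the methods for RNAseq. The authors made non-stranded libraries of polyadenylated RNA, aligned paired reads to the mouse genome with STAR, counted reads per gene with Rsubread and normalized the counts with edgeR. The table they deposited gives log2 CPM, the reads of a gene relative to a scaled library size, for 13085 genes, and 100% of its values in each library correspond to a whole number of reads. The reads on the listed genes at 6 h were 86766258 and 48295939 in the unstimulated libraries labelled NFAM1+/+, 88514341 and 86441418 in the unstimulated libraries labelled NFAM1-/-, 72245473 and 65828880 in the stimulated libraries labelled NFAM1+/+, and 78714274 and 64285583 in the stimulated libraries labelled NFAM1-/-. The deposited log2 values at 6 h were compared with limma in 1 model with 4 groups, over the 12111 genes with at least 1 CPM in at least 2 of the 8 libraries. Genes were called at the paper's thresholds, a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. Means, SDs and percentages are of unlogged CPM.

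Nfam1 itself was counted over the whole gene, so the reads of its undeleted exons are included. In unstimulated cells Nfam1 was at 432 and 408 CPM in the 2 libraries labelled NFAM1+/+ and at 299 and 321 CPM in the 2 labelled NFAM1-/-, a log2 fold change of -0.44 (SE 0.07, Benjamini-Hochberg adjusted p = 0.0799). With IFN-γ plus CD40L it was at 133 and 129 CPM in the libraries labelled NFAM1+/+ and at 134.6 and 127 CPM in those labelled NFAM1-/-, a log2 fold change of -0.01 (SE 0.07, Benjamini-Hochberg adjusted p = 0.978). Quantile normalization turned the sign of this difference, to 0.01. At 24 h Nfam1 was at 495 CPM in the unstimulated library labelled NFAM1+/+ and 441 CPM in that labelled NFAM1-/-, and with the stimulus at 252 and 201 CPM. Because Nfam1 does not separate the genotypes in the stimulated libraries at 6 h, the genotypes given are those of the labels.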

KEGG pathway enrichment analysis revealed that compared to NFAM1^+/+^ monocytes, NFAM1^-/-^ monocytes that are stimulated with IFN-γ plus CD40L for 6 hours have decreased expression of genes associated with multiple pathways, including IBD, TNF signaling, NF-kB signaling and cytokine-cytokine interaction **(** **Figure 6** **)**. 

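With IFN-γ plus CD40L for 6 h, 4 genes were called between the libraries labelled NFAM1-/- and NFAM1+/+, Igkv8-21 lower and Gm26880, Chil3 and Mmp8 higher in NFAM1-/-. At an unadjusted p under 0.05 there were 1522 genes, 668 of them lower. Both libraries labelled NFAM1-/- lay below both labelled NFAM1+/+ for 2298 genes and above both for 2911 genes. This is 43.0% of the genes tested, where the mean over the 3 splits of 4 libraries into 2 and 2 is 33.3%. Genes are not independent replicates and the other splits were not counted, so the excess cannot be credited to the genotype. The number of called genes went down to 0 when only the libraries of the groups compared were fitted. KEGG gene sets were not used here, and families of genes were defined by symbol instead. Fisher's exact test (two-sided) of the single gene called lower against 8 such families gave an adjusted p of 1 for each family, a test that 1 called gene leaves with nothing to enrich. A test that uses the values of every gene, limma's camera, put 2 of the 8 families lower in NFAM1-/-. It was run at its default settings, where the correlation between genes of a family is preset and not estimated from these libraries. The first is the 18 NF-kB subunits, inhibitors and kinases, with a median log2 fold change of -0.13 and 14 members lower (Benjamini-Hochberg adjusted p = 0.00501 over the families). The other is the 30 chemokine ligands and receptors, with a median of -0.21 and 19 members lower (Benjamini-Hochberg adjusted p = 0.045). The medians of both families stayed negative under quantile normalization, under centring on medians and under scaling to each library's own total of reads. These settings left the median of all genes between -0.01 and 0.02, so they could hardly turn either sign. Medians of these families without single libraries are not reported here. All 122 cytokine and receptor genes together had a median of -0.06 (Benjamini-Hochberg adjusted p = 0.101), and the 29 genes of the TNF and TNF receptor superfamilies had a median of -0.11 (Benjamini-Hochberg adjusted p = 0.19). No family stands for the inflammatory bowel disease pathway. From the pathways enriched among genes with increased expression in NFAM1+/+ monocytes (Figure 6), the paper states that NFAM1-/- monocytes have decreased expression of genes of these pathways.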

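At 6 h with IFN-γ plus CD40L, the transcripts of Il12a, Il12b, Il6, Ccl4, Ccl3 and Tnf were lower in both libraries labelled NFAM1-/- than in both labelled NFAM1+/+. Il12a (chromosome 3 of GRCm38, 68690644 to 68698547) was at 20.3 ± 0.779 CPM (SD, n = 2) in NFAM1-/- and 41.6 ± 5.64 CPM (SD, n = 2) in NFAM1+/+, a log2 fold change of -1.03 (SE 0.54, Benjamini-Hochberg adjusted p = 0.459 over all genes tested). Il12b (chromosome 11, 44400063 to 44414033) was at 27.9 ± 2.06 CPM in NFAM1-/- and 115 ± 84.5 CPM in NFAM1+/+, where the 2 libraries stood at 175 and 54.9 CPM. Its log2 fold change was -1.81 (SE 0.52, Benjamini-Hochberg adjusted p = 0.328), and it was -0.98 without the higher of these libraries. Il6 was at 14.2 ± 2.56 CPM in NFAM1-/- and 18.9 ± 2.46 CPM in NFAM1+/+, a log2 fold change of -0.42 (SE 0.26, Benjamini-Hochberg adjusted p = 0.528). Ccl4 was at 136 ± 7.26 and 207 ± 17.3 CPM, a log2 fold change of -0.61 (SE 0.13, Benjamini-Hochberg adjusted p = 0.26). Its neighbor on chromosome 11, Ccl3, was at 65.2 ± 1.23 and 95.7 ± 1.69 CPM, a log2 fold change of -0.55 (SE 0.09, Benjamini-Hochberg adjusted p = 0.184). Tnf (chromosome 17, 35199381 to 35202007) was at 1236 ± 17.6 and 1653 ± 110 CPM, a log2 fold change of -0.42 (SE 0.11, Benjamini-Hochberg adjusted p = 0.294). Adjusted over the 25 genes the paper names for these data, the Benjamini-Hochberg p was 0.00247 for Ccl3, 0.00675 for Ccl4, 0.0143 for Tnf, 0.0247 for Il12b, 0.182 for Il12a and 0.199 for Il6. These genes were named by the paper from the same experiment, so this adjustment shows no stability. Each of the 6 transcripts was read at least 766 times in every stimulated library.

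The libraries overlapped for Cd86, with a log2 fold change of -0.11 (SE 0.12, Benjamini-Hochberg adjusted p = 0.749), for Cd40, with -0.07 (SE 0.12, adjusted p = 0.851), and for Cd80, with -0.33 (SE 0.19, adjusted p = 0.486). H2-D1 was higher in both libraries labelled NFAM1-/-, with a log2 fold change of 0.16 (SE 0.09, Benjamini-Hochberg adjusted p = 0.496), and H2-Q7 overlapped, with 0.03 (SE 0.22, adjusted p = 0.971). H2-D1 and H2-Q7 have close paralogs among the class I genes, and the paper's text does not name how reads shared between paralogs were counted. Without 1 library at a time, the sign changed for Cd86, Cd80 and H2-Q7 and stayed the same for Cd40 and H2-D1. For H2-D1 it could not have changed, as its libraries were separated.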

Notably, at the 6-hour timepoint, RNAseq data confirmed what we had observed at the protein level, with NFAM1 deletion reducing CD40L-induced expression of Il-12, Il-6, Ccl4, Ccl3 and TNF **(** **Figures 7A–F** **)**, but having only a very minor impact on expression of CD86 and CD40 **(** **Supplemental Figures 3B, C** **)** and no impact on expression of CD80, H2-D1 and H2-Q7 **(** **Supplemental Figures 3A, D, E** **)**. Furthermore, we observed that NFAM1 promotes CD40L-induced expression of additional pro-inflammatory mediators, including Il-1a, Ccl22 and lymphotoxin-α (LTA), and Cdk5r1 **(** **Figures 7G–J** **).** Beyond regulation of pro-inflammatory mediators, NFAM1^-/-^ monocytes also had decreased CD40L-induced expression of the anti-apoptotic molecules Bcl2a1a, Bcl2a1b and Bcl2a1d **(** **Figures 7K–M** **).** Finally, unstimulated NFAM1^-/-^ monocytes had a small but significant decrease in expression of transcription factors including Nfkb1 and Nr4a1 **(** **Figures 7N, O** **).**

**Figure 6:**
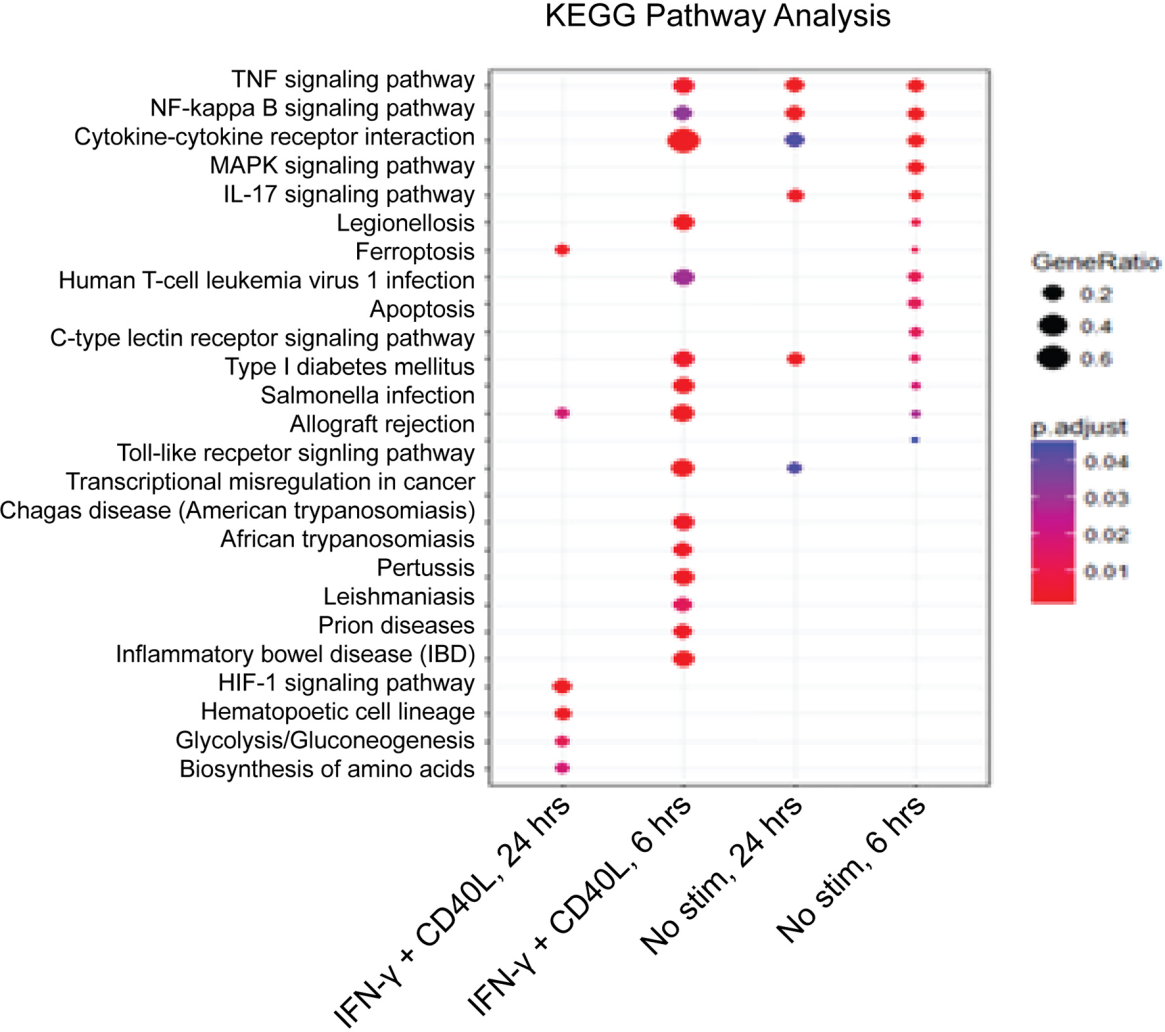
KEGG pathway analysis confirms differential gene expression between NFAM1^+/+^ and NFAM1^-/-^ monocytes. Monocytes from 4 NFAM1^+/+^ and 6 NFAM1^-/-^ mice were left unstimulated or stimulated with IFN-γ and CD40L. RNA was isolated and analyzed by RNAseq at 6 and 24 hours. Shown is KEGG analysis of genes with increased expression in NFAM1^+/+^ monocytes versus NFAM1^-/-^ monocytes.

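Without stimulus, 8 genes were called between the libraries labelled NFAM1-/- and NFAM1+/+ at 6 h, 3 lower (Ccl4, Sdc4 and Gm13822) and 5 higher (Slc39a2, Usp44, Pacsin1, Cd300lf and Sesn3) in NFAM1-/-. At an unadjusted p under 0.05 there were 1058 genes, 550 of them lower. With no minimum fold change, 19 genes passed the adjusted threshold. Of the 3 genes called lower, Ccl4 is a chemokine, and Fisher's exact test (two-sided) of these 3 against the 30 chemokine ligands and receptors gave an odds ratio of 206 (Benjamini-Hochberg adjusted p = 0.0593 over 8 families). The smallest adjusted p among the other families was 0.12. The 18 NF-kB genes had a median log2 fold change of -0.20, with 17 of them lower (Benjamini-Hochberg adjusted p = 4.387e-06 from limma's camera), and the chemokine family had a median of -0.43, with 20 of 30 lower (Benjamini-Hochberg adjusted p = 5.455e-04 from the same test). The sign of both medians held under each scaling. This is a weak check, as the median of all genes stayed between 0.005 and 0.02. Whether the medians of the families differ between unstimulated and stimulated cells was not tested.

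At 24 h there is 1 library per group, so no single gene was tested. Between the pairs of libraries whose labels name 1 genotype, 107 genes were lower and 166 higher by at least 2-fold in NFAM1-/- with IFN-γ plus CD40L, and 111 were lower and 150 higher without it, among 11805 genes compared. Replicate libraries of 1 group at 6 h differed by at least 2-fold in 419 to 583 genes. For the 13 genes of Figures 7A to 7M, the median log2 difference at 24 h was -0.21 with the stimulus, where 12 were lower, and -0.70 without it, where 9 were lower. Among the medians of 10000 random lists of like expression these lay at percentiles 0.02 and 0, which describe these libraries and not replicates.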

**Figure 7:**
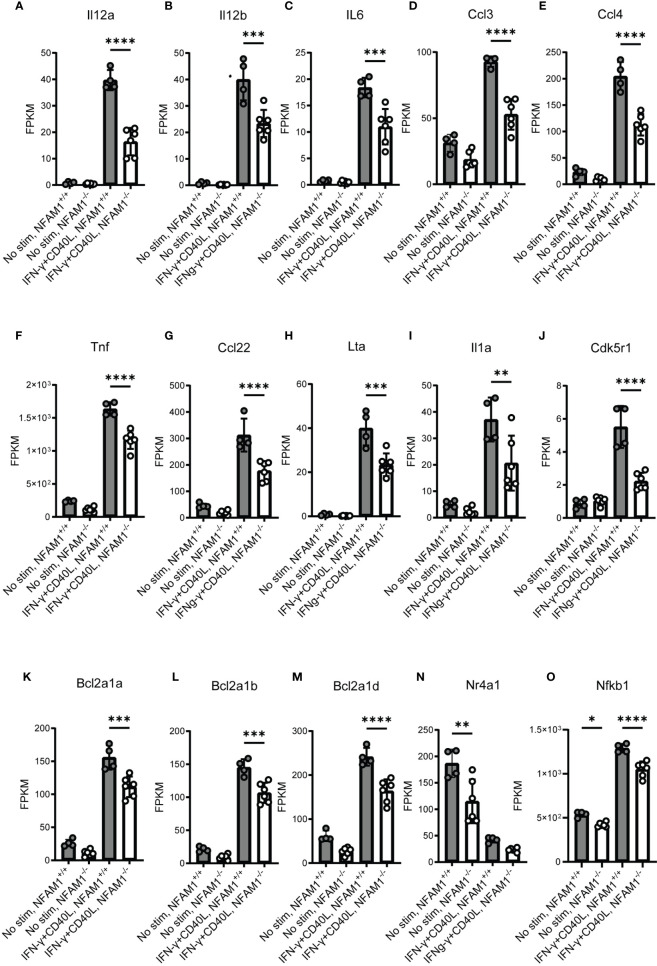
RNAseq analysis confirms that NFAM1^-/-^ monocytes have reduced expression of CD40L-induced pro-inflammatory cytokines and chemokines. RNAseq was performed as described in **Figure 6**. Mean FPKM for select genes at 6 hours is shown in **(A–O)**. Statistical significance is depicted as follows: **** indicates a P value of <0.0001, *** indicates a P value of <0.001, ** indicates a P value of <0.01, and * indicates a P value of <0.05.

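Stimulation for 6 h changed far more genes than the genotype did. In the libraries labelled NFAM1+/+, 4807 genes were called between stimulated and unstimulated cells, 2369 higher and 2438 lower with the stimulus, and in those labelled NFAM1-/- 4634 genes, 2282 higher and 2352 lower. Of the genes called higher, 2130 were shared by both genotypes. The counts depend on the scaling. With each library scaled to its own total of reads, a choice made after the values were seen, 6691 genes were called in NFAM1+/+, of which 22.6% were higher, and the median over all genes moved to -0.84. The test of the response itself, the interaction of genotype and stimulus, called 0 genes, with 846 at an unadjusted p under 0.05 and a smallest adjusted p of 0.209. Among the 13 genes of Figures 7A to 7M, the difference between the genotypes in the log2 response ran from -1.28 for Cdk5r1 (SE 0.53, Benjamini-Hochberg adjusted p = 0.71) to 0.48 for Ccl4 (SE 0.18, Benjamini-Hochberg adjusted p = 0.71).

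All 13 genes were lower in both stimulated libraries labelled NFAM1-/- than in both labelled NFAM1+/+. Their log2 fold changes ran from -1.81 to -0.32, with a median of -0.61, and 3 fell by at least 2-fold. Their adjusted p ran from 0.184 to 0.594 over all genes tested, and 6 of them had a Benjamini-Hochberg adjusted p under 0.05 over the list of 25 genes. No sign changed when each library was left out in turn, but with the libraries separated for all 13 genes none could. Without stimulus, 12 of the 13 were lower on average and 9 in both libraries, and 3 changed sign when single libraries were left out. The median of the 13 was then -0.67, and 9 of the 13 had a Benjamini-Hochberg adjusted p under 0.05 over the list. Over all genes tested 2 passed, Ccl4 with a log2 fold change of -1.09 (SE 0.13, Benjamini-Hochberg adjusted p = 0.0257) and Bcl2a1d with -0.72 (SE 0.10, Benjamini-Hochberg adjusted p = 0.0381). With the stimulus, Ccl22 had a log2 fold change of -0.73 (SE 0.16, Benjamini-Hochberg adjusted p = 0.271), Lta -0.72 (SE 0.52, adjusted p = 0.594), Il1a -0.65 (SE 0.25, adjusted p = 0.357) and Cdk5r1 -1.02 (SE 0.37, adjusted p = 0.352). Cdk5r1 was at only 2.68 ± 0.335 CPM (SD, n = 2) in NFAM1-/- and 5.53 ± 1.62 CPM (SD, n = 2) in NFAM1+/+. Bcl2a1a, Bcl2a1b and Bcl2a1d, paralogs on chromosome 9 among which reads could be split, had log2 fold changes of -0.42, -0.32 and -0.46 with the stimulus (Benjamini-Hochberg adjusted p = 0.359, 0.491 and 0.26).

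Over the 2282 genes called higher with the stimulus in NFAM1-/-, the median log2 fold change between the genotypes in stimulated cells was -0.04, below all 10000 random lists of genes of like expression, whose medians ran from -0.02 to 0.02. This shift was 0.02 without library 26, labelled NFAM1+/+, so its direction rests on that library. In unstimulated cells the median over the same genes was also -0.04, below all random lists, a value that the choice of genes by a rise from unstimulated NFAM1-/- cells partly builds in. Over the 2369 genes called higher with the stimulus in NFAM1+/+, the medians were -0.07 with the stimulus and -0.02 without it, each below all random lists, where the choice of genes by a high level in stimulated NFAM1+/+ cells partly builds in the former. Between replicate stimulated libraries, the median level of the induced genes had an SD of 0.0434, about the size of the shift. In unstimulated cells at 6 h, Nfkb1 was at 441 ± 18.7 CPM (SD, n = 2) in NFAM1-/- and 559 ± 3.17 CPM (SD, n = 2) in NFAM1+/+, a log2 fold change of -0.34 (SE 0.07, Benjamini-Hochberg adjusted p = 0.175 over all genes tested and 0.00458 over the list).

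**Figure D1:**
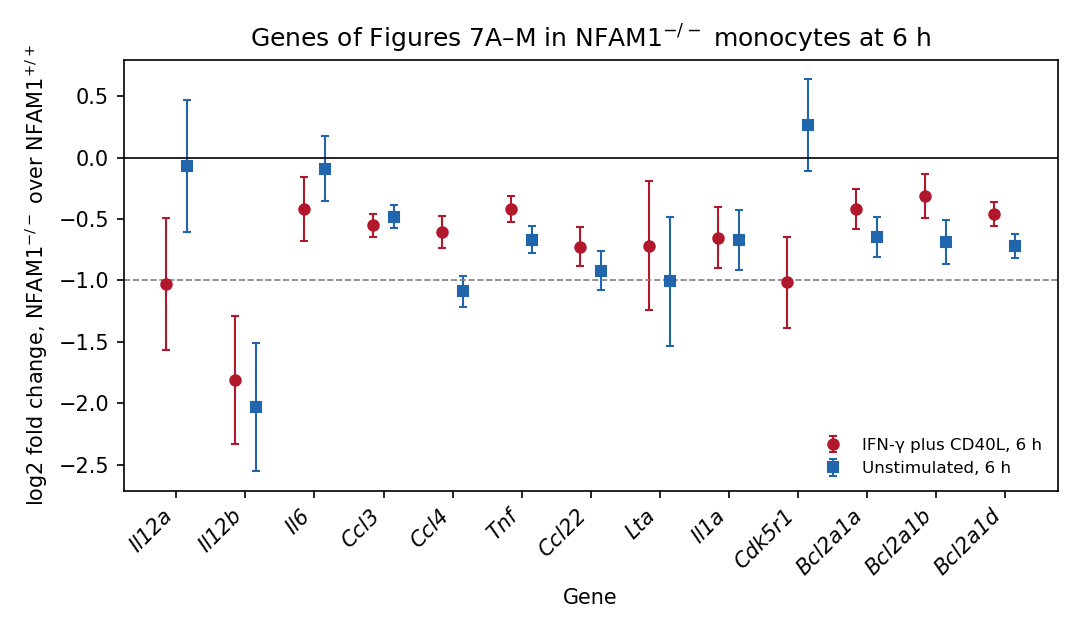
Log2 fold change of NFAM1-/- over NFAM1+/+ libraries at 6 h, with its SE from limma, for the 13 genes of Figures 7A to 7M in unstimulated cells and in cells stimulated with IFN-γ plus CD40L (2 libraries per group). The dashed line marks a fall of 2-fold. All 13 points lie below 0 with the stimulus and 12 without it.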

Having observed that NFAM1 promotes production of IL-12, we were curious to see if NFAM1^-/-^ mice had impaired ability to produce the Th1-associated cytokine IFN-γ, as IL-12 is known to drive T cell differentiation towards a Th1 phenotype. We therefore immunized NFAM1^+/+^ and NFAM1^-/-^ mice with OVA emulsified in CFA and performed *ex-vivo* restimulation on day 10. We did not observe decreased production of IFN-γ, IL-17 or TNF-α by cells isolated from NFAM1^-/-^ mice **(** **Supplemental Figure 5** **),** indicating that under these immunization conditions, NFAM1 does not promote either Th1 or Th17 cell development. Monocytes are only one of many cell types that can produce IL-12. It is therefore possible that the lack of defect in Th1 cell development is a result of compensatory IL-12 production by other myeloid cell types. To test if NFAM1 deletion impacts pro-inflammatory cytokine production in macrophages, we isolated thioglycolate-induced peritoneal macrophages from NFAM1^+/+^ and NFAM1^-/-^ mice and stimulated the cells with IFN-γ and CD40L. We found that peritoneal macrophages from NFAM1^-/-^ mice produced reduced levels of TNF-α **(** **Supplemental Figure 4** **),** although the magnitude of the decrease was not as dramatic as that observed in NFAM1^-/-^ monocytes.

We next asked if NFAM1 promotes production of pro-inflammatory cytokines and chemokines in human monocytes. To do so, we used CRISPR-RNP to delete NFAM1, which resulted in significantly reduced NFAM1 protein expression as measured by western blot. Using mRNA expression as a readout, we observed that NFAM1 CRISPR-RNP reduced CD40L-mediated induction of CCL4 mRNA expression in five independent donors **(** **Figure 8** **).** Furthermore, in a 6^th^ donor, we demonstrated that NFAM1 CRISPR-RNP reduced CD40L-mediated production of MIP-1β/CCL4, TNF-α, IL-8, IL-1β, IL-1Ra and CCL22 protein **(** **Supplemental Figure 6** **).** These findings indicate that the role of NFAM1 in promoting monocyte activation is conserved between mouse and human. Furthermore, it suggests that the decreased ability of NFAM1^-/-^ monocytes to respond to stimuli such as CD40L is not the result of a developmental defect, as we were able to replicate these findings using acute deletion of NFAM1 in human monocytes.

**Figure 8:**
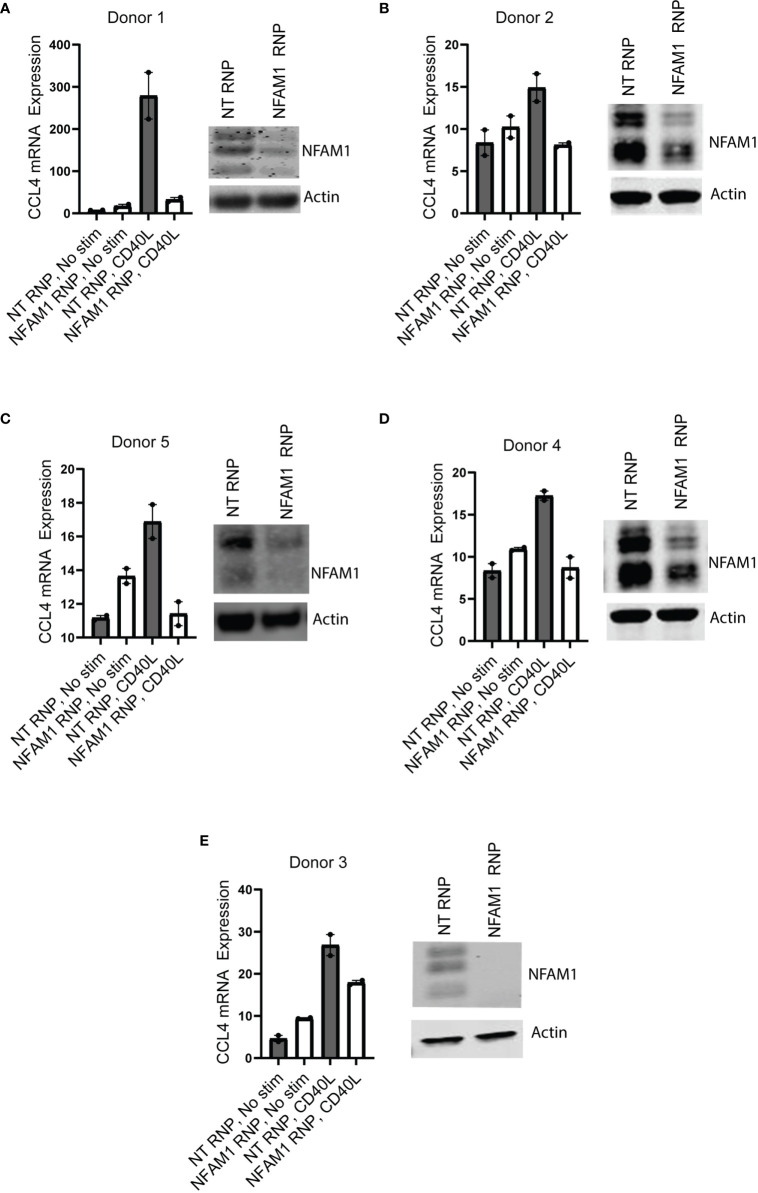
NFAM1 promotes CD40L-induced CCL4 production in human monocytes. **(A–E)** Human monocytes were isolated from 5 independent donors and treated with Non-targeting (NT) CRISPR-RNP or NFAM1 CRISPR-RNP. Cells were plated in duplicate and stimulated with CD40L. Shown are NFAM1 protein expression and CCL4 mRNA expression.

### In Anti-CD40 Induced Colitis Model, NFAM1^-/-^ Mice Exhibit Decreased Levels of Serum TNF-α

Lastly, we investigated the role of NFAM1 in promoting colitis *in vivo*. We chose the anti-CD40 model, which is commonly used to study the role of the innate immune system in promoting intestinal inflammation and is known to be driven by production of IL-1β, IL-23 and IL-12 by myeloid cells (12). This model is an obvious choice, given that NFAM1^-/-^ monocytes produce reduced IL-12 upon stimulation with CD40L. The anti-CD40 colitis model is run on a RAG^-/-^ background, we therefore first generated NFAM1^+/+^ RAG^-/-^ and NFAM1^-/-^ RAG^-/-^ mice. Upon administration of anti-CD40, NFAM1 does not appear to promote colon pathology as measured by weight loss, epithelial changes, mucosal gland loss and inflammation **(** **Figures 9A–E** **).** We also did not observe a statistically significant decrease in serum levels of IL-1β, IL-6, or IL-12 **(** **Figures 9G–I** **).** We did, however, observe a decrease in the level of serum TNF-α in NFAM1^-/-^ mice that were injected with anti-CD40 compared to NFAM1^+/+^ controls **(** **Figure 9F** **).** These findings indicate that although NFAM1 is not a major driver of intestinal damage in the anti-CD40 model, NFAM1 does have an impact on production of pro-inflammatory TNF-α.

**Figure 9:**
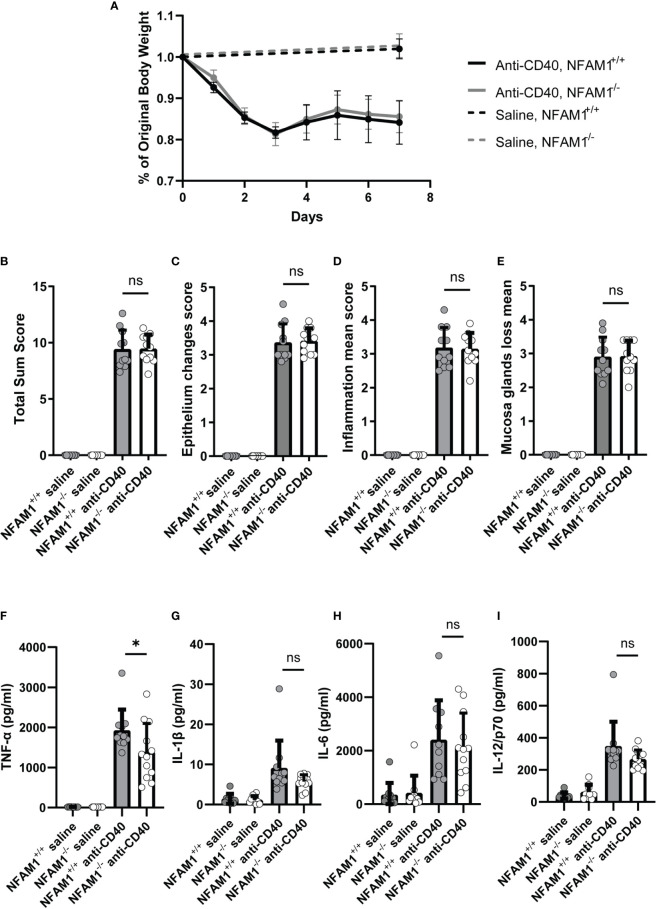
Induction of anti-CD40 colitis in NFAM1^-/-^ mice results in decreased production of TNF-α but no significant difference in development of gut pathology. **(A–I)** 9 NFAM1^+/+^ RAG2^-/-^ mice and 9 NFAM1^-/-^ RAG2^-/-^ mice were injected with saline and weighed on days 0 and 7. 11 NFAM1^+/+^ RAG2^-/-^ mice and 12 NFAM1^-/-^ RAG2^-/-^ mice were injected with anti-CD40 and weighed daily on days 0-7. Mean percent of original body weight is shown in **(A)**. Mean gut sum pathology scores are shown in **(B)**, mean epithelial change scores are shown in **(C)**, mean inflammation scores are shown in **(D)**, mean mucosal gland loss scores are shown in **(E)**. Serum TNF-α, IL-1β, IL-6 and IL-12 are shown in **(F–I)**, respectively. Data are representative of two independent experiments. In the second experiment (data not shown), there was also a statistically significant decrease in anti-CD40 induced TNF-α production in NFAM1^-/-^ mice. Statistical significance is depicted as follows: * indicates a P value of <0.05 and ns indicates the comparison is not statistically significant.

## Discussion

The main goal of the present study was to provide insight into the role of NFAM1 in IBD, as we observed that NFAM1 expression is significantly induced in IBD patient biopsies. Our approach was to generate NFAM1^-/-^ mice as a means of better understanding NFAM1 function. We observed that NFAM1 promotes production of pro-inflammatory cytokines and chemokines in CD40L-stimulated mouse and human monocytes as well as mouse peritoneal macrophages. Despite the role of NFAM1 in promoting CD40L-mediated activation, NFAM1^-/-^ mice are not protected against development of anti-CD40 colitis. However, we did observe decreased levels of serum TNF-α, suggesting that although NFAM1 is not a major driver of IBD, NFAM1 does promote inflammation and therefore has the potential to contribute to human disease.

To our knowledge, the present study is the first to phenotype NFAM1^-/-^ mice. Notably, we observed that NFAM1^-/-^ mice have normal numbers of splenic B cells and no obvious defects in B cell-mediated antibody production. These observations are significant because NFAM1 is routinely referred to as a regulator of B cell signaling (4, 5, 15–17). The association of NFAM1 with B cell signaling came from a study by Ohtsuka et al. in which NFAM1 was reported to block B cell development (2). The difference in results from our study and those of Ohtsuka et al. are likely due to the distinct methodologies used to investigate NFAM1 function. While we investigated the impact of deleting NFAM1, Ohtsuka et al. generated transgenic mice that overexpress NFAM1 in the hematopoietic compartment. One important limitation of the latter approach is that overexpression of transmembrane receptors can induce spontaneous clustering that promotes ligand-independent signal transduction. Therefore, evidence that overexpression of NFAM1 blocks B cell development should not be interpreted as proof that endogenous NFAM1 plays a similar role. While we cannot definitively conclude that NFAM1 has no B cell intrinsic activity, as we performed a relatively crude analysis of peripheral B cell subsets as well as B cell-mediated antibody production, our results strongly suggest that NFAM1 does not play a major role in B cell function.

A second notable finding from the present studies is the observation that NFAM1 promotes monocyte-mediated inflammation. Studies by Long et al. also report that NFAM1 plays an activating role on monocytes (5). However, while we observed that NFAM1 promotes CD40L-induced production of cytokines and chemokines, Long et al. report that NFAM1 promotes expression of chemokine receptors, including CCR2, CCR5 and CX3CR1, none of which are decreased in NFAM1^-/-^ mouse monocytes. 

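Ccr2 and Cx3cr1 lie on chromosome 9, Ccr2 from 124101950 to 124113557 on the plus strand, and Cx3cr1 from 119901616 to 120069879 on the minus strand of GRCm38. At 6 h in unstimulated cells Ccr2 was at 1791 ± 63.8 CPM (SD, n = 2) in NFAM1-/- and 1418 ± 36.3 CPM (SD, n = 2) in NFAM1+/+, higher in both libraries labelled NFAM1-/-, with a log2 fold change of 0.34 (SE 0.08, Benjamini-Hochberg adjusted p = 0.234). With IFN-γ plus CD40L its log2 fold change was 0.15 (SE 0.08, Benjamini-Hochberg adjusted p = 0.48). Cx3cr1 had a log2 fold change of -0.11 without the stimulus (SE 0.13, Benjamini-Hochberg adjusted p = 0.91), lower in both libraries labelled NFAM1-/-, and of -0.22 with it (SE 0.13, adjusted p = 0.522), where the libraries overlapped. The stimulus itself changed these transcripts in NFAM1+/+ by -1.18 for Ccr2 and -4.13 for Cx3cr1 on the log2 scale.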

The difference in results of our studies and those of Long et al. could be due to differences in the cell types that were utilized. Experiments by Long et al. were performed in U-937 and THP-1 cell lines. In contrast, our studies utilized primary mouse and human monocytes and therefore may more accurately depict the role of NFAM1 in human disease. Additionally, Long et al. used shRNA and siRNA as a means of knocking down NFAM1, while we generated NFAM1^-/-^ mice. An advantage of using knockout mice is that they provide a homogenous population of monocytes with complete knockdown of NFAM1. Regardless of the differences in the specific target genes that were modulated by NFAM1, both our results and those of Long et al. indicate that NFAM1 promotes monocyte activation, warranting further investigation of the role of NFAM1 in human disease.

In the present studies, we provide evidence that NFAM1 deletion reduces pro-inflammatory cytokine production by CD40L-stimulated monocytes. We also observed that NFAM1 deletion causes a significant, although less profound, reduction in TNF-production by CD40L-stimulated peritoneal macrophages. In comparison to monocytes, the relatively subtle impact of NFAM1 deletion in peritoneal macrophages may be a result of the cells being generated in the highly pro-inflammatory environment that is induced by intraperitoneal injection of thioglycolate. It is possible that this pro-inflammatory environment over-rides the need for NFAM1. Additional experiments in bone marrow-derived macrophages will provide further insight into the role of NFAM1 in activation of macrophages and will be the subject of future studies.

In addition to monocytes and macrophages, NFAM1 is expressed by multiple cell types that were not the focus of this study. For instance, we observed that NFAM1 is highly expressed by both mouse and human neutrophils **(** **Figures 1C, D** **)** and NFAM1 is reported to be expressed by both osteoclasts and pre-osteoclasts. In a measles virus protein-mediated *in vitro* model of PDB, NFAM1 promotes osteoclast development and bone resorption (4). Interestingly, similar to our observations in NFAM1^-/-^ monocytes, NFAM1 shRNA reduces RANKL-induced expression of IL-6 and TNF-α in the preosteoclast cell line RAW264.7 (9). Together these findings suggest that NFAM1 promotes pro-inflammatory cytokine and chemokine expression in multiple cell types.

An important remaining question is how does NFAM1 promote production of pro-inflammatory cytokines and chemokines? NFAM1 is a transmembrane receptor that contains a cytoplasmic ITAM. Upon over-expression in cell lines, we and others (1, 5) have reported that NFAM1 triggers activation of the calcium-activated transcription factor NFAT. 

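Tnf, Il12a, Il12b, Lta, Cdk5r1, Bcl2 and Nr4a1 were read as a list of 7 targets of NFAT. All 7 had a negative log2 fold change in the stimulated libraries labelled NFAM1-/- at 6 h, and 6 were lower in both libraries. The paper names these genes as decreased in the same experiment, so their shared direction is built into the list. No list of NFAT targets chosen apart from these data was tested. After adjustment over all genes tested, 1 of the 7 had a Benjamini-Hochberg p under 0.05. This was Nr4a1 (chromosome 15 of GRCm38, 101254269 to 101274795), at 24.4 ± 1.80 CPM (SD, n = 2) in NFAM1-/- and 44.6 ± 2.68 CPM (SD, n = 2) in NFAM1+/+, a log2 fold change of -0.87 (SE 0.09, Benjamini-Hochberg adjusted p = 0.0273). The fall is under 2-fold, so Nr4a1 is not among the called genes, and its adjusted p was 0.199 when only the stimulated libraries were fitted. Stimulation lowered Nr4a1 in both genotypes, by -2.23 in NFAM1+/+ and -2.71 in NFAM1-/- on the log2 scale (Benjamini-Hochberg adjusted p of the difference = 0.654). Bcl2 was at 10.3 ± 0.870 CPM (SD, n = 2) in NFAM1-/- and 11.2 ± 1.72 CPM (SD, n = 2) in NFAM1+/+, a log2 fold change of -0.12 (SE 0.25, Benjamini-Hochberg adjusted p = 0.878). The libraries overlapped for Bcl2, and its sign changed when single libraries were left out.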

(18) In further support of a link between NFAM1 and NFAT, knockdown of NFAM1 in pre-osteoclasts reduces intracellular calcium oscillations and NFATc1 activation, thereby reducing osteoclast development (4, 9) Interestingly, CD40L stimulated NFAM1^-/-^ monocytes had decreased expression of multiple NFAT-target genes, including TNF-α (19), Il-12 (20), lymphotoxin-α (21), Cdk5r1 (22), Bcl2 (23) and Nr4a1 (24).

Although NFAT is best known for its role in regulating T cell activation, recent findings have suggested that NFAT also regulates activation of innate immune cells. For example, NFAT promotes bacterial and fungal activation of macrophages, dendritic cells and monocytes (3, 25, 26). Additionally, there are reports that NFAT is constitutively activate in macrophages, resulting in both enhanced TLR responses and inappropriate, disease-inducing cytokine production (18). Notably, we observed that NFAM1^-/-^ monocytes had decreased Nr4a1 expression in the absence of CD40L stimulation, suggesting that NFAM1 may promote constitutive NFAT activation. 

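In unstimulated cells at 6 h, Nr4a1 was at 160 ± 15.3 CPM (SD, n = 2) in the libraries labelled NFAM1-/- and 209 ± 2.42 CPM (SD, n = 2) in those labelled NFAM1+/+, a log2 fold change of -0.39 (SE 0.09, Benjamini-Hochberg adjusted p = 0.216 over all genes tested and 0.00721 over the 25 genes the paper names). Both libraries labelled NFAM1-/- lay below both labelled NFAM1+/+, and the log2 fold change stayed between -0.49 and -0.29 when each of the 4 libraries was left out in turn. At 24 h the single unstimulated libraries whose labels name 1 genotype stood at 138 CPM in NFAM1-/- and 290 CPM in NFAM1+/+, a log2 difference of -1.08 without a test.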

To identify the conditions under which NFAM1 triggers activation of NFAT, it will be important to determine if NFAM1 binds to a specific ligand, as ITAM containing receptors are typically activated by crosslinking. Experiments to identify potential ligands of NFAM1, as well as interrogation of downstream signaling will be the topic of future studies.

Lastly, we tested the impact of NFAM1 deletion on development of anti-CD40 induced colitis. Surprisingly, we did not observe protection against development of colon pathology as measured by weight loss, epithelial changes, mucosal gland loss and inflammation. Furthermore, despite dramatically decreased production of pro-inflammatory cytokines in CD40L-stimulated NFAM1^-/-^ monocytes, we observed only a minor decrease in serum levels of TNF-α and no decrease in serum levels of IL-1β, IL-6, or IL-12. There are multiple potential explanations for the discrepancy between our *in vitro* and *in vivo* results. For one, our *in vitro* experiments focused on the role of NFAM1 in monocytes, while there are multiple cell types that contribute to anti-CD40 colitis, not all of which may be impacted by NFAM1 deletion. Furthermore, the role of NFAM1 may be context dependent. In support of this hypothesis, thioglycolate-induced peritoneal macrophages from NFAM1-/- mice exhibited only a minor decrease in CD40L-induced TNF-α production, suggesting that the role of NFAM1 may be diminished in a pro-inflammatory environment. Further investigation into the role of NFAM1 in additional cell types and pro-inflammatory settings will provide further insight into the role of NFAM1 in disease.

In summary, we demonstrated that NFAM1 promotes pro-inflammatory responses in *in vitro*-stimulated monocytes and has a modest impact on TNF-α production *in vivo*. This novel role of NFAM1 warrants further investigation into the role of NFAM1 in additional autoimmune diseases.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The studies involving human participants were reviewed and approved by Sanford Burnham Prebys Medical Discovery Institute, La Jolla, CA and Boehringer Ingelheim Pharmaceuticals, Inc., 900 Ridgebury Road, Ridgefield, CT. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Institutional Animal Care and Use Committee at Sanford Burnham Prebys Medical Discovery Institute, La Jolla, CA, and Boehringer Ingelheim Pharmaceuticals, Inc., 900 Ridgebury Road, Ridgefield, CT, United States.

## Author Contributions

KJ designed experiments, carried out research, analyzed data and wrote the paper. AG designed experiments, carried out research, analyzed data and contributed to writing the paper. JL and SC designed experiments and contributed to writing the paper. MLM designed experiments. JPG, ES, NY, NJH, ACM, SEF, SSW, ERAG, and IY carried out research and analyzed data. DS designed experiments, carried out research, and analyzed data. JR designed NFAM1 DNA constructs. LL analyzed RNAseq data. JZ scored pathology samples. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by a research collaboration agreement with Boehringer Ingelheim Pharmaceuticals, Inc. and Sanford Burnham Prebys Medical Discovery Institute.

## Conflict of Interest

SC served as Principal Investigator of the contract. KWJ, JPG, ES, ACM, SEF, DS, SSW, ERAG, IY, JR, LL, JZ, MLM and JL were employees of Boehringer Ingelheim.

The authors disclose that financial support for this project was provided by Boehringer Ingelheim *via* a research contract to Sanford Burnham Prebys Medical Discovery Institute. Boehringer Ingelheim had the following involvement with the study: experimental design, data acquisition, analysis and writing the paper.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: NFAM1 Promotes Pro-Inflammatory Cytokine Production in Mouse and Human Monocytes
**Source:** Front Immunol. 2022 Jan 13;12:773445. doi: 10.3389/fimmu.2021.773445
**Supplement:** Supplementary file 7

**Supplemental Methods**

NFAM1 inserts (sequence below) were cloned into pcDNA vector.

pcDNA_HuNFAM1_11387 (WT NFAM1. Used for Figure 1E)

**3’**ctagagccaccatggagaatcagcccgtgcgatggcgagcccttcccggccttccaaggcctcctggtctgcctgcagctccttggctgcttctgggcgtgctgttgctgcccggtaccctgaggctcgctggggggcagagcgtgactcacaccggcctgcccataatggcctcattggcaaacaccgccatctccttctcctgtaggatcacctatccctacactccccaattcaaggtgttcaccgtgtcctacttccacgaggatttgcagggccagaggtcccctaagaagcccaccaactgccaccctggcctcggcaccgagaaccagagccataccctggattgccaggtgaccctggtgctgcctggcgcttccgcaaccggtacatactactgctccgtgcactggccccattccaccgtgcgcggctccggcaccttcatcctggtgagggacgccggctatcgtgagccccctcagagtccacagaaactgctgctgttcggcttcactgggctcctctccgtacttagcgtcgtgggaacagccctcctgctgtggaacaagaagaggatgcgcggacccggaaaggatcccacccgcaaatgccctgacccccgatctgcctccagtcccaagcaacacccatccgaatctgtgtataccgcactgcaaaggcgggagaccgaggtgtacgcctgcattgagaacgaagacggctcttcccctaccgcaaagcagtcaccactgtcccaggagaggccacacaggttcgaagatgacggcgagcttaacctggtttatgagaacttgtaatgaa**5’**

pcDNA_HuNFAM1_11392 (Full length NFAM1 with C-terminal FLAG tag. Used for Supplemental Figure 1A-C).

**3’**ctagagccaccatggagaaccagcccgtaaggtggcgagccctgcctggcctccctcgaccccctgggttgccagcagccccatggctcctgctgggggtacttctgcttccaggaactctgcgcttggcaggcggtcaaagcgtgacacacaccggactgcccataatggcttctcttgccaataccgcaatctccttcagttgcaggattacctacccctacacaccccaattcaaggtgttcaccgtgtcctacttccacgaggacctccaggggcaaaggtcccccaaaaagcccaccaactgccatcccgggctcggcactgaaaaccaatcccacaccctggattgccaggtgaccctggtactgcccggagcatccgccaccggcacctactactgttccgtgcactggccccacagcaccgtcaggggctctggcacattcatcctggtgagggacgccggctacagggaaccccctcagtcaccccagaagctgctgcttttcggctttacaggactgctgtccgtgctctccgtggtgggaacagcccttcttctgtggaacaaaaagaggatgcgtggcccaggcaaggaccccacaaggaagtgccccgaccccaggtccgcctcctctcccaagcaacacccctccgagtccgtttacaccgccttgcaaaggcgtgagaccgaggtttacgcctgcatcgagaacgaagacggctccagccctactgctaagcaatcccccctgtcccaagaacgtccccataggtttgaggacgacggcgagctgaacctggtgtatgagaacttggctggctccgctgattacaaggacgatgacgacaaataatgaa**5’**

pcDNA_HuNFAM1_11391 (Full length NFAM1 with N-terminal FLAG tag. Used for Supplemental Figure 1A-C).

**3’**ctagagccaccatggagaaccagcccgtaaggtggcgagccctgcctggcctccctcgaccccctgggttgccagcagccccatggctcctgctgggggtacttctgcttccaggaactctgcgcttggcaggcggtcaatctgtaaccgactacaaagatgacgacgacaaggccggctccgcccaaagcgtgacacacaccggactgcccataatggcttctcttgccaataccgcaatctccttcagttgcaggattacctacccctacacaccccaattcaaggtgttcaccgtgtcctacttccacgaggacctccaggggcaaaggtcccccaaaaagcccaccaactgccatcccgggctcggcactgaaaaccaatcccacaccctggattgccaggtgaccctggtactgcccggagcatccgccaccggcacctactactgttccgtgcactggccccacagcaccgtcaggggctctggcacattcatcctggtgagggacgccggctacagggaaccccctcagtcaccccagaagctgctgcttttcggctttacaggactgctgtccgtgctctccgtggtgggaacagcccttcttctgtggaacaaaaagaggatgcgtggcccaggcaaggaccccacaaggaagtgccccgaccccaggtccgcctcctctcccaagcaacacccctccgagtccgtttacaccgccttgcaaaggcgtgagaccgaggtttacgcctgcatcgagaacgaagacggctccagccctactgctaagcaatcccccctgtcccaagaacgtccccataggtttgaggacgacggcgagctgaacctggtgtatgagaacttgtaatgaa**5’**

pcDNA_HuNFAM1_11434 (CD8 extracellular and transmembrane domains fused to WT NFAM intracellular domain. Used for Supplemental Figure 1D)

**3’**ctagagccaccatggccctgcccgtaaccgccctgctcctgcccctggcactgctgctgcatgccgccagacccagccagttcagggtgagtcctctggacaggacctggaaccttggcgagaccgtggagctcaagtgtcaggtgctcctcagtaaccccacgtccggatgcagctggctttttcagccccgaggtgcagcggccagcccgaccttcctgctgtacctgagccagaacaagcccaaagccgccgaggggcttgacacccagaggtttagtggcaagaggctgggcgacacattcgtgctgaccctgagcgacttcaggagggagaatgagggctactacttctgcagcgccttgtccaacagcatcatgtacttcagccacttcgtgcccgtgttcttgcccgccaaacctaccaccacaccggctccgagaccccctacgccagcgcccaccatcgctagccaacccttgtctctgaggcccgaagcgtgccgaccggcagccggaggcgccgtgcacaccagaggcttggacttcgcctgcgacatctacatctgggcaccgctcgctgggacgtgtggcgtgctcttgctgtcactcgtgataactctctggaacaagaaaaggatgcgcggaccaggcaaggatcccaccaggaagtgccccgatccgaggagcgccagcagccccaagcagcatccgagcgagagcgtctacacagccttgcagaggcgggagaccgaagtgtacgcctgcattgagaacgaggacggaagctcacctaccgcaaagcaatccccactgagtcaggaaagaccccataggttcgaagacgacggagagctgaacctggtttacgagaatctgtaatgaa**5’**

pcDNA_HuNFAM1_11435 (CD8 extracellular and transmembrane domains fused to NFAM1 intracellular domain with mutated ITAM. Used for Supplemental Figure 1D).

**3’**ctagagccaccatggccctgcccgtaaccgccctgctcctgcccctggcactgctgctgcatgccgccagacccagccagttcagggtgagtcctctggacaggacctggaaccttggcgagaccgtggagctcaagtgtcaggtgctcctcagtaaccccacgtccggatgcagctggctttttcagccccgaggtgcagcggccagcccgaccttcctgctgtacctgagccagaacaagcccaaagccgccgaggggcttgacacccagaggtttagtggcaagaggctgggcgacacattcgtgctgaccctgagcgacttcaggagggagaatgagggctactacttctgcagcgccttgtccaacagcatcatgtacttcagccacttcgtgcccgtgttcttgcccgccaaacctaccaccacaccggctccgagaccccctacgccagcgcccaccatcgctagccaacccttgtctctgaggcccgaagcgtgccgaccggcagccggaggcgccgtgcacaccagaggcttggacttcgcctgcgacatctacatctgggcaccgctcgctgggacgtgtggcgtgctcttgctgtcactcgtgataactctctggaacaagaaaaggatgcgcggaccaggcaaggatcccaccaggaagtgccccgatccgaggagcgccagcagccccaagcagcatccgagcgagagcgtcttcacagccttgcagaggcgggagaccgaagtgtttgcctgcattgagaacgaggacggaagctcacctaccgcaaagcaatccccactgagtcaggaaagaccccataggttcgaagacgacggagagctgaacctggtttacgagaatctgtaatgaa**5’**

How the deposited data were processed for this re-analysis (not part of the article)

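RNA of mouse monocytes from NFAM1+/+ and NFAM1-/- mice was sequenced after 6 or 24 h in culture, without stimulus or with IFN-γ plus CD40L. The authors deposited log2 CPM for 13085 genes in 16 libraries, made from reads aligned with STAR, counted with Rsubread and normalized with edgeR. The genome build, the annotation, the versions of these tools and the authors' filter on genes with few reads are not named in the paper's text. Each deposited value equals log2 of a whole number of reads plus 0.5 over a scaled library size, the form that limma's voom writes. From this the reads behind each value were recovered and the depth of each library was computed. At 6 h the libraries hold 48295939 to 88514341 reads on the listed genes. At 24 h the 4 libraries whose labels name 1 genotype hold 56328053 to 67015259. The sum of reads over the scaled size was 0.756 to 0.775 in unstimulated and 1.24 to 1.32 in stimulated libraries at 6 h, so the deposited scaling raises or lowers all genes of a library by a factor that differs by stimulus and little by genotype. With 2 libraries per group, the spread between libraries limits the precision more than the depth does, and a two-sided permutation test of 1 gene cannot go below 0.333. Symbols are those of the table. In it 17 symbols appear as dates and 1 symbol is listed more than once, so these genes cannot be identified by name.

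The groups follow the labels of the libraries. The genotype was used only where the title and the genotype tag name 1 genotype, which leaves out 4 libraries at 24 h. The dose of IFN-γ differs between the methods for RNAseq and the labels, and no comparison depends on it. Libraries stimulated with IFN-γ alone, which the methods name, are not analysed here.

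The 8 libraries at 6 h were fitted in 1 model with limma 3.58.1 in R 4.3.3 on the deposited log2 values, with 4 groups, 4 residual degrees of freedom and a moderated test whose prior variance follows mean expression. Genes with at least 1 CPM in at least 2 of the 8 libraries entered the model, which left out 974 genes and kept 12111. Genes were called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05, the paper's thresholds. The comparisons were NFAM1-/- against NFAM1+/+ in each stimulus, stimulated against unstimulated in each genotype, and the interaction. Families of genes were defined by symbol and tested with Fisher's exact test among the genes tested, with Benjamini-Hochberg adjustment over 8 families. The shift of induced genes was the median log2 fold change over the genes called higher with the stimulus in NFAM1-/-, set against 10000 random lists drawn from 50 bins of mean expression. At 24 h differences between single libraries were computed, and the median over the 13 genes of Figures 7A to 7M was set against random lists in the same way. Positions and exons are from GENCODE vM21 on GRCm38, which may not be the annotation the authors used.

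The genes named in the text are the 25 that the paper names for these data, and for each genotype comparison at 6 h up to 5 called genes with the largest fall and 5 with the largest rise whose libraries do not overlap between the genotypes. Sex-linked genes and markers of other cell types were read as checks. Of the 25, 1 gene is not reported here, and it stays in the adjustment over the list. Genes named outside this rule are marked as chosen after their values were seen.

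The alternatives set before the data were examined were no filter, a mean of at least 5 CPM, a fit of only the groups compared, quantile normalization, centring on medians, a prior variance without trend or with robust estimation (statmod 1.5.0), no minimum fold change, limma's treat against a fold change of 1.2, limma's camera and Reactome sets for the families, induced genes called in NFAM1+/+, and leaving out each library in turn. After the values were seen, voom weights from the recovered reads, scaling to each library's own total of reads and a model with a genotype effect common to both stimuli were added. Count models were not run on the recovered reads, a choice made because the deposited unit is log2 CPM. The steps were tested on simulated data, in which 89% of 200 genes with an inserted change were called, along with 9 genes without one. In simulated data with no change 0 genes were called, and 81% of inserted changes of the response were called as an interaction. These shares hold only for changes of the inserted sizes, which are not stated here. They do not tell how many differences of the size seen between the genotypes would be called. At the paper's thresholds an estimated change under the minimum fold change of 2 is never called.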

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

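All results in this part were found because a gene outside those the paper discusses was called between the genotypes at 6 h. Among the tests below, those of few reads, RNA carried over between libraries, neutrophil RNA, B cells, immunoglobulin genes and GC content were chosen only after the result was seen. Those of labels, sex, cell mixture, gene length, scaling and abundant genes were set before. The paper does not report these genes, and 11 of them were called, 4 with the stimulus and 7 without it.

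With IFN-γ plus CD40L, Mmp8 (log2 fold change 1.01, SE 0.12, Benjamini-Hochberg adjusted p = 0.0338) and Chil3 (1.09, SE 0.14, adjusted p = 0.0476) were higher in both libraries labelled NFAM1-/-. Both were also higher in both unstimulated libraries labelled NFAM1-/-, with 0.56 and 0.76. At 24 h the single libraries differed the same way, by 0.42 and 0.52 with the stimulus and by 0.96 and 0.59 without it. RNA of neutrophils could raise both genes. The median log2 fold change over 7 other neutrophil markers was -0.27, the opposite direction, so the test goes against this explanation. Quantile normalization and centring on medians moved Chil3 to adjusted p of 0.134 and 0.114, and over the alternatives its adjusted p ran from 0.0427 to 0.34. A difference that follows the genotype of the labels remains a hypothesis, and the general explanations below were not all excluded.

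Igkv8-21, an immunoglobulin variable gene, was lower with the stimulus in NFAM1-/- (log2 fold change -7.71, SE 0.66, Benjamini-Hochberg adjusted p = 0.0111). It had 2 and 0 reads in NFAM1-/- and 272 and 186 in NFAM1+/+, which makes it at least 71.9-fold lower against a floor of 3 reads. In unstimulated cells the log2 fold change was -0.36, and at 24 h all 4 libraries with matching labels had the value of 0 reads. One candidate explanation is that immunoglobulin variable genes are uneven between libraries whatever the genotype, from a few clones of B lineage cells. Over 64 such genes the median absolute log2 difference between replicate libraries was 2.64, against 0.14 over all genes, not matched on expression. The class is thus uneven, but Igkv8-21 itself differed little between replicates at 6 h. Its replicates stood at 4.96 and 3.52 CPM in stimulated NFAM1+/+, 2.43 and 1.61 in unstimulated NFAM1+/+, and 1.57 and 1.51 in unstimulated NFAM1-/- cells. At 24 h libraries 44, 46, 56 and 58, whose labels disagree, had 236, 0, 108 and 62 reads. This explanation is therefore left open. Fewer B cells in NFAM1-/- is another, but only 1 of 5 B cell markers was expressed enough to be tested, Cd79b, with a log2 fold change of -0.54, so this cannot be told apart. Reads shared between paralogs were not tested.

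Gm26880 was higher with the stimulus in NFAM1-/- (log2 fold change 4.21, SE 0.46, Benjamini-Hochberg adjusted p = 0.0273), with 357 and 513 reads in NFAM1-/- and 25 and 19 in NFAM1+/+. The single libraries at 24 h differed in the opposite direction, by -2.57 with the stimulus. In unstimulated cells, Sdc4 was lower (-1.08, SE 0.09, Benjamini-Hochberg adjusted p = 0.00555), and Sesn3 (1.04, SE 0.11, adjusted p = 0.0186) and Cd300lf (1.08, SE 0.12, adjusted p = 0.0186) were higher in NFAM1-/-, each in both libraries and with at least 230 reads in every library. At 24 h the unstimulated libraries differed by -0.65, 0.12 and 0.29 for these genes. Interactions of genotype and stimulus gave Benjamini-Hochberg adjusted p of 0.517 for Sdc4, 0.209 for Sesn3 and 0.606 for Cd300lf, so a difference between the stimuli was not shown.

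The other genes called in unstimulated cells had few reads in their lower group. Usp44 (log2 fold change 4.35, Benjamini-Hochberg adjusted p = 0.0284, at least 2.54-fold higher in NFAM1-/-) had 0 and 0 reads in NFAM1+/+ and 12 and 15 in NFAM1-/-. Slc39a2 (5.85, Benjamini-Hochberg adjusted p = 0.0338, at least 7.16-fold higher) had 0 and 0 reads in NFAM1+/+ and 36 and 42 in NFAM1-/-. Pacsin1 (3.25, Benjamini-Hochberg adjusted p = 0.0413) had 8 and 2 reads in NFAM1+/+ and 36 and 98 in NFAM1-/-. Gm13822 (-2.92, Benjamini-Hochberg adjusted p = 0.0381, at least 6.4-fold lower in NFAM1-/-) had 2 and 2 reads in NFAM1-/- and 22 and 8 in NFAM1+/+. At 24 h the unstimulated libraries differed in the opposite direction for Usp44 (-4.65) and Gm13822 (5.30), each with 0 reads in the lower library. They differed in the same direction as at 6 h for Slc39a2 (0.50) and Pacsin1 (0.30). Of the 11 genes, 6 have at most 30 reads in both libraries of the lower group, Igkv8-21 and Gm26880 among them. This count restates what was seen, so whether few reads explain the calls cannot be told. Usp44, Slc39a2 and Pacsin1 are raised by the stimulus, so RNA carried over from stimulated libraries could also raise them. Of 15 genes near 0 reads in unstimulated NFAM1+/+ libraries and at 5 CPM or more with the stimulus, only 3 had over 3 reads in both unstimulated libraries labelled NFAM1-/-, which goes against carry-over.

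Explanations that would bear on all of these genes were tested on the comparison as a whole. A mislabelled library could not be excluded, since Nfam1 lay below both NFAM1+/+ libraries of the stimulus in 3 of the 4 libraries labelled NFAM1-/-, and library 11 lay above both. The sex of the mice is unlikely to explain them, as Xist differed by -0.13 at most on the log2 scale and was at 264 CPM or more in every library at 6 h, and 4 genes of the Y chromosome are not listed in the table. The rule set before for a mixture of other cell types was a median change of at least 1 in size in both stimuli in a list of markers, and no list met it. The 3 erythroid markers tested came closest, with -0.92 without the stimulus and -1.74 with it. With the stimulus this is over 1 in size, so a mixture was not excluded for the genes called with the stimulus. The 5 dendritic cell markers had a median of -0.57 with the stimulus, where 4 were lower in NFAM1^-/-. Without it their median was 0.15, and 2 were lower. Whether a mixture of cell types bears on the falls of the genes the paper names was not tested, so it was not excluded for them either. The 10 most abundant genes took 0.591 percentage points more of the reads in stimulated NFAM1-/- libraries than in NFAM1+/+. Across 12011 genes, which are not independent replicates, the log2 change with the stimulus had a Spearman's rho of 0.0662 with GC content and of -0.20 with gene length. The latter cannot be told apart from a length bias. Centring each library on its median left 2 of the genes called with the stimulus, a change larger than 1.5 times, but centring moves all log2 fold changes alike. Mmp8 went to 0.98, just under 2-fold, with an adjusted p of 0.0306, and Chil3 kept a fold change over 2, with an adjusted p of 0.114. The median of all genes moved only from 0.01 to -0.01, so the scaling bears on calls near the thresholds and not on the size of either change. A biological explanation by the genotype therefore stays a hypothesis for each gene here.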

How the results depend on the processing

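The genotype comparison with IFN-γ plus CD40L called 4 genes. It called 1 with a mean of at least 5 CPM, 2 with centring on medians, 2 with treat against a fold change of 1.2, 0 when only the groups compared were fitted (1045 at an unadjusted p under 0.05), 0 with a prior variance without trend (1203), and 0 with voom weights (1321), a choice made after the values were seen. Under the other settings it called 3 to 5. Without stimulus 8 genes were called. There were 5 with a mean of at least 5 CPM, 3 without trend, 1 with treat, 4 with voom weights, 3 of them shared with the 8, and 19 with no minimum fold change. The fit of only the groups compared also called 8, but shared only 2. The interaction called 0 genes under each setting that gives one, with 227 to 907 at an unadjusted p under 0.05.

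With no minimum fold change, the stimulus changed 8651 genes in NFAM1+/+ and 8528 in NFAM1-/-. With each library's own total of reads, chosen after the values were seen, 6691 and 6596 genes were called, 22.6% and 22.1% of them higher in place of 49.3% and 49.2%, and the medians over all genes were -0.84 and -0.84. The share of genes called higher with the stimulus thus rests on the scaling, whereas the median of all genes in the genotype comparisons moved by less than 0.1.

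Among families, Fisher's exact test found 0 lower without NFAM1 in either stimulus. Camera found 2 with the stimulus and 4 without it. Without the stimulus, Reactome sets gave 1 and quantile normalization 2. The shift of induced genes ran from -0.11 to 0.025 across the 4 fits that each left out one library, and it turned positive without library 26. The cause was not tested for any of these changes.

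For named genes in both stimuli, 66 results stayed on their side of the threshold and kept their sign with quantile normalization, where 1 was weaker, 2 were stronger and 1 reversed. With centring 4 were weaker, without trend 11 were weaker, with only the groups compared 11 were weaker and 5 stronger, with voom weights 10 were weaker and 2 stronger, and with own totals 1 was weaker and 1 stronger. The reversed signs were all of changes near 0 or of few reads. They are Nfam1 with the stimulus under quantile normalization (0.0069) and own totals (0.0023), and with voom weights Il12a without the stimulus (0.14). The 13 genes of Figures 7A to 7M kept their negative sign with the stimulus under each of these settings. Nr4a1 with the stimulus had a Benjamini-Hochberg adjusted p of 0.0273, and of 0.199 with only the groups compared, 0.326 without trend and 0.079 with voom weights, and over the alternatives it ran from 0.0196 to 0.326. Differences of at least 2-fold with no test numbered 306 with the stimulus, and 347 to 548 when 1 library was left out, and 395 and 469 to 526 without the stimulus. The median of the cytokine and receptor genes with the stimulus, -0.06, ran from -0.12 to 0.03 without 1 library.

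No paired analysis was run, because the libraries carry no shared replicate numbers. The pairs proposed below from immunoglobulin variable genes come from the values themselves and were not used. The interaction was therefore tested without pairing, and whether a paired model would call genes is not known. The pseudocount alternatives and the DESeq2 alternatives were not run, since the deposited values are already log2. For DESeq2 this was a choice, as the reads could be recovered. Only the groups compared does not apply to the interaction, which uses all 4 groups. Leaving out a library leaves 1 in an arm, so it gives no calls. Il12a, Il12b, Il6, Lta and Cdk5r1 had few reads without the stimulus at 6 h, each with at most 147 in every unstimulated library. Whether depth or the spread between libraries limits them was not tested. Lta, for example, was at 1.31 and 0.33 CPM in the unstimulated NFAM1+/+ libraries.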

Differences from the paper's values

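The mean of Il12b in stimulated NFAM1+/+ cells was 115 CPM here, against the paper's about 40 in Fig. 7B, read by eye and labelled FPKM. Of the alternatives set before the data were examined, quantile normalization (96.6), centring on medians (123) and leaving out library 10 (175) still differ, and leaving out library 26 gave 54.9, which does not. The mean without NFAM1 as a percent of the NFAM1+/+ mean was 24.3% for Il12b, against the paper's about 60% in Fig. 7B, read by eye. Quantile normalization (29.2%), centring (23.6%) and leaving out library 10 (16.0%), 11 (23.1%) or 12 (25.6%) still differ, and leaving out library 26 does not. In stimulated NFAM1+/+ and NFAM1-/- cells the bars read for Il12b, about 40 and 24, are close to those read for Lta, about 40 and 23. Lta was at 38.5 and 23.1 CPM here. Whether Fig. 7B shows Il12b therefore cannot be told, and both gaps may not be differences in Il12b. The legend of Figure 6 gives 4 NFAM1+/+ and 6 NFAM1-/- mice for RNA analyzed at 6 and 24 h, and here each group at 6 h has 2 libraries. The legend does not say how the mice were divided between the times, so whether these numbers differ cannot be told.

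Of 50 bars of Figures 7A to 7O read by eye, 1 differs from the values here, and of 25 percentages 1 differs. In 22 of the 25 percentages the deposited libraries lie nearer 100% than the figure does.

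The paper marks the falls of the genes of Figure 7 as significant. Here 0 of the 13 genes of Figures 7A to 7M were called with the stimulus, and 6 of the 13 passed after adjustment over the 25 named genes. The smallest Benjamini-Hochberg adjusted p over all genes was 0.184. The legend of Figure 7 does not say whether its P values are adjusted, and 9 of the 13 had an unadjusted p under 0.05 here. Without the stimulus, Ccl4 and Bcl2a1d had an adjusted p of 0.0257 and 0.0381. Without the stimulus Tnf had a Benjamini-Hochberg adjusted p of 0.0761, and it passed with only the groups compared (0.0244), quantile normalization (0.0256), and, chosen after the values were seen, voom weights (0.036) and own totals (0.0426), and over the alternatives it ran from 0.0244 to 0.309. Ccl22 without the stimulus passed with only the groups compared (0.0209) and quantile normalization (0.0298), and ran from 0.0209 to 0.329. A genotype effect common to both stimuli, a model chosen after the values were seen, passed for Ccl3, Ccl4, Ccl22, Tnf and Bcl2a1d.

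The paper states that the expression of genes of several pathways is decreased in stimulated NFAM1-/- cells. Here Fisher's exact test found 0 of 8 families with the stimulus, where 1522 genes had an unadjusted p under 0.05. Only 1 gene was called lower, Igkv8-21, which is in none of the families, so this test could not have found one. In contrast, camera, set before the data were examined, found the NF-kB and chemokine families lower (Benjamini-Hochberg adjusted p of 0.00501 and 0.045). With genes taken at an unadjusted p under 0.05, a rule chosen after the values were seen, 18 of 122 cytokine and receptor genes were among the 668 lower genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 6.505e-04), as were 8 of 30 chemokine genes (6.505e-04), 6 of 18 NF-kB genes (7.694e-04), 4 of 18 genes of the BCL2 family (0.0302) and 5 of 29 genes of the TNF superfamilies (0.0317). Camera with Reactome sets, also chosen after the values were seen, found only the set of chemokine receptors and their ligands lower (Benjamini-Hochberg adjusted p = 5.681e-04). The sets of NF-kB activation by TAK1 and by TRAF6 did not pass (camera, Benjamini-Hochberg adjusted p = 0.0531 and 0.0597). The TNF signaling set lay in the opposite direction, with a median log2 fold change of 0.06 (camera, adjusted p = 0.525).

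The paper describes the falls of Nfkb1 and Nr4a1 in unstimulated cells as significant. Here their Benjamini-Hochberg adjusted p over all genes were 0.175 and 0.216, and 0.00458 and 0.00721 over the 25 named genes, and the unadjusted p of both was under 0.05. The paper lists Bcl2 among the genes decreased in stimulated NFAM1-/- cells, and here its log2 fold change was -0.12 (adjusted p = 0.878).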

Other observations

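Of the tests in this part, those of the genotype effect common to both stimuli, of pairs of libraries and of the scale of Figure 7 were chosen only after the result was seen.

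The 4 libraries at 24 h whose title and genotype tag name different genotypes are reported as single values. Nfam1 was at 463 CPM in library 44, 391 CPM in library 46, 271 CPM in library 56 and 223 CPM in library 58. Nr4a1 was at 273, 130, 21.6 and 7.00 CPM in the same order. Libraries 44 and 46 were unstimulated and 56 and 58 stimulated.

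Since 12 of the 13 genes of Figures 7A to 7M were lower in NFAM1-/- without the stimulus as well as with it, the exception being Cdk5r1, a model with a genotype effect common to both stimuli was fitted to the 4 libraries per genotype at 6 h. It gave 15 genes with a Benjamini-Hochberg adjusted p under 0.05, 13 lower and 2 higher in NFAM1-/-, where 1406 had an unadjusted p under 0.05. In order of size, the lower genes were Cacnb3 (-1.25), Slc7a11 (-0.90), Ccl4, Ccl22, Mir155hg, Egr1, Bcl2a1d, Srxn1, Zc3h12c, Abcc1, Tnf, Ccl3 and Gclc (-0.45), and the higher were Mmp8 (0.78) and Chil3 (0.92). Those outside the genes of the paper and of the calls at 6 h were chosen after their values were seen. Of the 18 splits of the libraries that keep 2 libraries of each stimulus in each group, only the real one, 1 of 18, gave as many, and no other split gave more than 1 gene. With 18 splits the share cannot go below 0.05, and libraries of both stimuli may come from the same mice.

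Whether the same mice gave libraries of both stimuli was asked with the immunoglobulin variable genes, which may mark the B lineage clones of a mouse. In NFAM1+/+, Spearman's rho across 64 such genes between unstimulated and stimulated libraries was 0.58 for libraries 2 and 10, 0.09 for 1 and 26, 0.07 for 1 and 10, and 0.06 for 2 and 26. In NFAM1-/- it was 0.66 for 4 and 12, 0.48 for 3 and 11, 0.36 for 3 and 12, and 0.27 for 4 and 11. In each genotype the lowest rho of one pairing exceeds the highest of the crossed pairing, by 0.0232 in the genotype with the smaller gap. This is consistent with shared mice as a hypothesis, weakly so for libraries 1 and 26. The genes are not independent replicates, and no pairing was used.

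The bars of Figure 7 are labelled FPKM. Of the 50 bars read by eye, 47 lie closer to the CPM of the deposited libraries than to FPKM computed from the summed exon lengths, with a median absolute log2 distance of 0.12 against 0.70. A candidate explanation is that the figure is on a CPM scale, which would leave the percentages between genotypes as they are.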
